# Progranulin aggravates lethal *Candida albicans* sepsis by regulating inflammatory response and antifungal immunity

**DOI:** 10.1371/journal.ppat.1010873

**Published:** 2022-09-19

**Authors:** Jiayu Liu, Xiaofei Lai, Renlin Yu, Hao Ding, Haobo Bai, Zhubin Yang, Yibing Yin, Fang Xu, Ju Cao

## Abstract

*Candida albicans* is the most frequent pathogen of fungal sepsis associated with substantial mortality in critically ill patients and those who are immunocompromised. Identification of novel immune-based therapeutic targets from a better understanding of its molecular pathogenesis is required. Here, we reported that the production of progranulin (PGRN) levels was significantly increased in mice after invasive *C*.*albicans* infection. Mice that lacked PGRN exhibited attenuated kidney injury and increased survival upon a lethal systemic infection with *C*. *albicans*. In mice, PGRN deficiency protected against systemic candidiasis by decreasing aberrant inflammatory reactions that led to renal immune cell apoptosis and kidney injury, and by enhancing antifungal capacity of macrophages and neutrophils that limited fungal burden in the kidneys. PGRN in hematopoietic cell compartment was important for this effect. Moreover, anti-PGRN antibody treatment limited renal inflammation and fungal burden and prolonged survival after invasive *C*. *albicans* infection. *In vitro*, PGRN loss increased phagocytosis, phagosome formation, reactive oxygen species production, neutrophil extracellular traps release, and killing activity in macrophages or neutrophils. Mechanistic studies demonstrated that PGRN loss up-regulated Dectin-2 expression, and enhanced spleen tyrosine kinase phosphorylation and extracellular signal-regulated kinase activation in macrophages and neutrophils. In summary, we identified PGRN as a critical factor that contributes to the immunopathology of invasive *C*.*albicans* infection, suggesting that targeting PGRN might serve as a novel treatment for fungal infection.

## Author summary

*Candida albicans* is a frequent etiological agent of fungal sepsis associated with high mortality in critically ill patients and those who are immunocompromised. Considering the limited scope of currently available antifungal drugs, adjuvant immunotherapy may have the potential to reduce the burden of mortality caused by *C*.*albicans* sepsis. Therefore, there is an increasingly pressing need to develop novel immune response-based therapies. In this study, we found that progranulin (PGRN) production was increased in mice after invasive *C*.*albicans* infection. PGRN-deficient mice had significantly higher survival rate upon a lethal systemic infection with *C*.*albicans*. In mice, PGRN deficiency protected against systemic candidiasis by dampening inflammation and by limiting fungal burden in the kidney, the primary infected organ in the mouse model of systemic candidiasis. Remarkably, we showed that anti-PGRN antibody treatment limited renal inflammation and fungal burden and prolonged survival after invasive *C*. *albicans* infection. Furthermore, PGRN deficiency enhanced antifungal capacity of macrophages and neutrophils by increasing fungal phagocytosis and killing. Thus, PGRN might be a therapeutic target for treating fungal infection. Our findings shed new light on the negative regulation of inflammatory reaction and immune response during *C*.*albicans* infection, and may have translationally relevant implications for developing novel approaches to treat fungal sepsis.

## Introduction

Invasive fungal infection is a growing health burden, especially in critically ill patients and those who are immunocompromised [1]. *Candida albicans* is the most frequent clinical fungal pathogen, which can invade the mucosa reaching the bloodstream and causing invasive *C*.*albicans* infection (IC) and sepsis [2]. Currently, IC is associated with a crude mortality of ~40–55% in intensive care unit (ICU) [3]. Considering the limited numbers of antifungal drugs and the emergence of drug-resistant *Candida* strains, it is believed that adjuvant immunotherapy will have the capacity to reduce the burden of morbidity and mortality caused by IC.

The host immunity directs the protection against IC in two main ways: clearance of invading fungi and inhibition of fatal infection-related inflammation and damage [4]. C-type lectin receptors (CLRs), such as Dectin-1, Dectin-2, and Mincle, expressed on host immune cells including macrophages and neutrophils, recognize fungal cell wall constituents such as β-glucans, α-mannans, and glycolipids, which initiates the downstream signaling cascades critical for host immunity against IC [5–7]. Dectin-1, Dectin-2 and Mincle all signal via tyrosine-based motifs that recruit the spleen tyrosine kinase (Syk) [8]. Syk activation contributes essentially to reactive oxygen species (ROS) production, phagosomal maturation, phagocytosis, neutrophil extracellular traps (NETs) formation, and elimination of phagocytosed fungal pathogens in macrophages or neutrophils [9–11]. Maintaining balance between the control of fungal burden and the excessive inflammation has important implications for the development of immune-based therapeutics in the treatment of IC.

Progranulin (PGRN) is a pleiotropic modulator critical for immunology by regulating various signaling pathways [12]. PGRN was reported to protect against bacterial pneumonia and sepsis [13–15], but it aggravated pulmonary immunopathology during influenza pneumonia [16,17]. Although the pathophysiology of bacterial sepsis is significantly different from fungal sepsis [18,19], the physiological function of PGRN in response to fungal infection remains unknown. Here we showed an unexpectedly detrimental role of PGRN in *C*.*albicans* sepsis.

## Results

### PGRN expression was up-regulated after C. albicans infection

A systemic candidiasis mouse model was established according to previous studies [20,21], in which the kidney was the primary target organ, and mice developed renal failure and sepsis, and this recapitulated the progressive sepsis seen in humans during severe clinical cases. Firstly, we found that PGRN levels in the kidney, lung, liver, spleen, brain and blood were substantially increased at day 1 and lasted to day 9 after invasive *C*. *albicans* infection (Fig 1A). Besides, experiments with Toll-like receptor (TLR)2 knockout (KO), TLR4 KO, TLR7 KO, and type I IFN-α/β receptor (IFNAR) KO mice demonstrated that TLR4 KO mice had significantly lower PGRN levels when compared with wild type (WT) mice in the kidney and blood at day 4 after invasive *C*. *albicans* infection (Fig 1B), suggesting that TLR4 signaling mediated PGRN expression in *C*. *albicans infection*.

**Fig 1:**
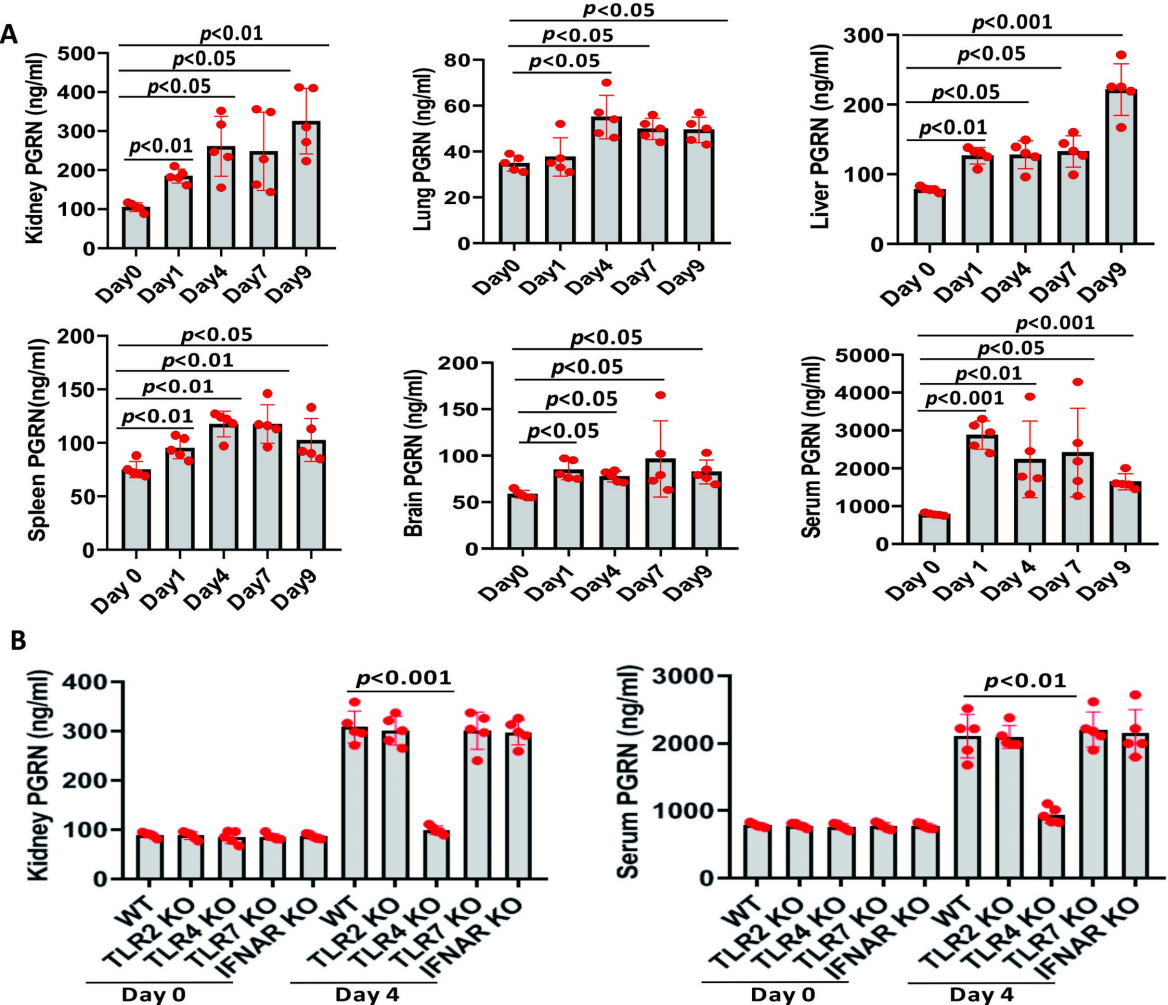
Local and systemic PGRN production in mice after invasive *C*.*albicans* infection. Wild type (WT, n = 5) mice were infected intravenously with 4 × 10^5^ colony forming units (CFU) of *C*. *albicans*. (A) Organs were removed at the indicated time points, and blood was collected by cardiac puncture. Samples were assayed for PGRN content by specific sandwich enzyme-linked immunosorbent assay (ELISA). (B) PGRN concentrations in the kidney and blood from Toll-like receptor (TLR) 2 knockout (KO), TLR4 KO, TLR7 KO, type I IFN-α/β receptor (IFNAR) KO, and WT mice at the indicated times after intravenous infection with 4 x10^5^ CFU of *C*. *albicans*. All data were pooled from three independent experiments. The statistical differences were determined by Kruskal-Wallis test followed by Dunn’s multiple comparisons post test, and *p* values were shown when compared between groups denoted by horizontal lines.

### Loss of PGRN ameliorated fungal pathology after IC

To investigate the role of PGRN in candidiasis, we intravenously infected PGRN KO and WT control mice with a lethal dose of *C*. *albicans*. Strikingly, PGRN deficiency significantly increased the survival of *C*. *albicans*-infected mice compared with WT controls (Fig 2A). Consistently, PGRN KO mice experienced significantly less body weight loss (Fig 2B), and Mouse Clinical Assessment Score for Sepsis (M-CASS) scores were significantly decreased in PGRN KO mice compared with WT mice at days 4, 7 and 9 after *C*. *albicans* challenge (Figs 2C and S1A). The kidneys of PGRN KO mice appeared pinker, less swollen, and had less distinguishable nodules than the kidneys of WT mice at days 4, 7, and 9 after invasive *C*.*albicans* infection (S1B Fig). Histopathological analysis showed that WT kidneys had numerous multifocal areas of abscess formation and manifested increased renal inflammation compared with PGRN KO kidneys at days 4, 7, and 9 after invasive *C*.*albicans* infection (S1C Fig), which was reflected by significantly higher pathology scores in WT mice compared with PGRN KO mice (Fig 2D). In the kidney, the fungal burden was similar in all mice at days 1, 4 and 7, whereas in PGRN KO mice, the fungal burden was significantly lower at day 9 of *C*.*albicans* injection than in WT mice (Fig 2E). Calcofluro White staining also clearly revealed less prominent hyphae within abscesses of PGRN KO versus WT kidneys (Fig 2F), which reached statistical difference at day 9 after *C*.*albicans* injection (Fig 2G). In other organs (spleen, lung and brain), fungal burden was controlled by the immune system and progressively decreased to be undetected over time, and no differences in fungal burden were observed in PGRN KO and WT mice (Fig 2E). Therefore, our data showed that at an early phase (during the first week) of invasive *C*. *albicans* infection, the loss of PGRN did not affect fungal burden in the kidney, whereas, at a later phase of infection (day 9) fungal burden was significantly lower in PGRN-deficient mice than in control WT mice. Anyway, these findings demonstrated that PGRN deficiency protected mice from lethal systemic infection with *C*. *albicans*.

**Fig 2:**
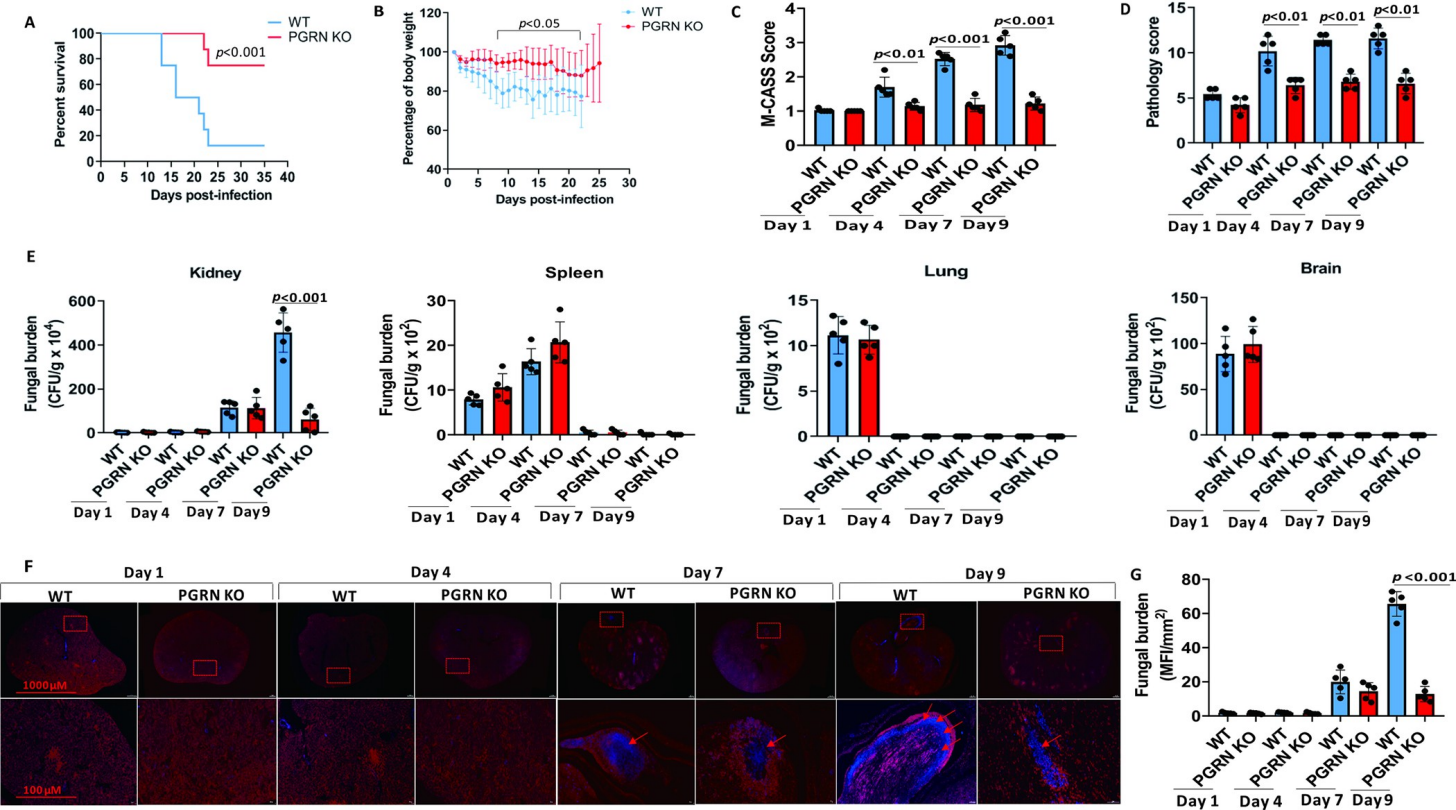
PGRN deletion decreased the susceptibility to invasive *C*.*albicans* infection in mice. (A) PGRN knockout (KO, n = 20) and wild type (WT, n = 20) mice were infected intravenously with 4 × 10^5^ colony forming units (CFU) of *C*. *albicans*. Survival was monitored over indicated time periods. (B) Weight changes of mice after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans* in WT (n = 10) and PGRN KO (n = 10) mice. (C) Mouse Clinical Assessment Score for Sepsis (M-CASS) scores of WT (n = 5) and PGRN KO (n = 5) mice after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans*. (D) Pathology scores in the kidneys after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans* in WT (n = 5) and PGRN KO (n = 5) mice. (E) Fungal titers in the tissues, including kidneys, spleens, lungs and brains, were determined at the indicated times after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans* in WT (n = 5) and PGRN KO (n = 5) mice. (F) Representative Calcofluro White (CW) staining of kidney sections from WT (n = 5) and PGRN KO (n = 5) mice after invasive *C*.*albicans* infection. Red arrows indicated hyphae of blue staining. Bottom panels are high magnification. Scale bars are 100 μM. (G) Fungal load score by analysis of CW-stained kidney sections at the indicated times after invasive *C*.*albican*s infection in WT (n = 5) and PGRN KO (n = 5) mice. MFI = mean fluorescence intensity. All data were pooled from three independent experiments. Log-rank test was used to analyze the difference between survival curves. The Mann–Whitney *U* test was used to analyze the difference of other parameters between WT and PGRN KO mice at the same time point after *C*.*albicans* infection, and *p* values were shown when compared between groups denoted by horizontal lines.

### Hematopoietic-derived PGRN contributed to the enhanced susceptibility of mice to IC

To investigate the cellular basis of the PGRN-related antifungal immunity, we generated bone marrow (BM)-chimeric mice by reconstituting lethally irradiated WT mice with syngeneic PGRN KO BM, or PGRN KO mice with WT BM. PGRN KO mice transplanted with WT BM had significantly increased PGRN concentrations in the kidneys, livers and lungs after *C*. *albicans* infection compared with WT mice transplanted with PGRN KO BM (Fig 3A). Transplantation of PGRN KO BM into irradiated WT or PGRN KO recipients significantly enhanced the survival of *C*. *albicans*-induced sepsis relative to the results seen with WT BM (Fig 3B). Additionally, irradiated WT and PGRN KO mice reconstituted with PGRN KO BM displayed a significant reduction in the fungal burden of kidney relative to mice receiving WT BM at day 9 after infection (Fig 3C). These data therefore suggest that PGRN derived from the hematopoietic cell compartment contributed to decreased resistance against invasive fungal infection by *C*. *albicans*.

**Fig 3:**
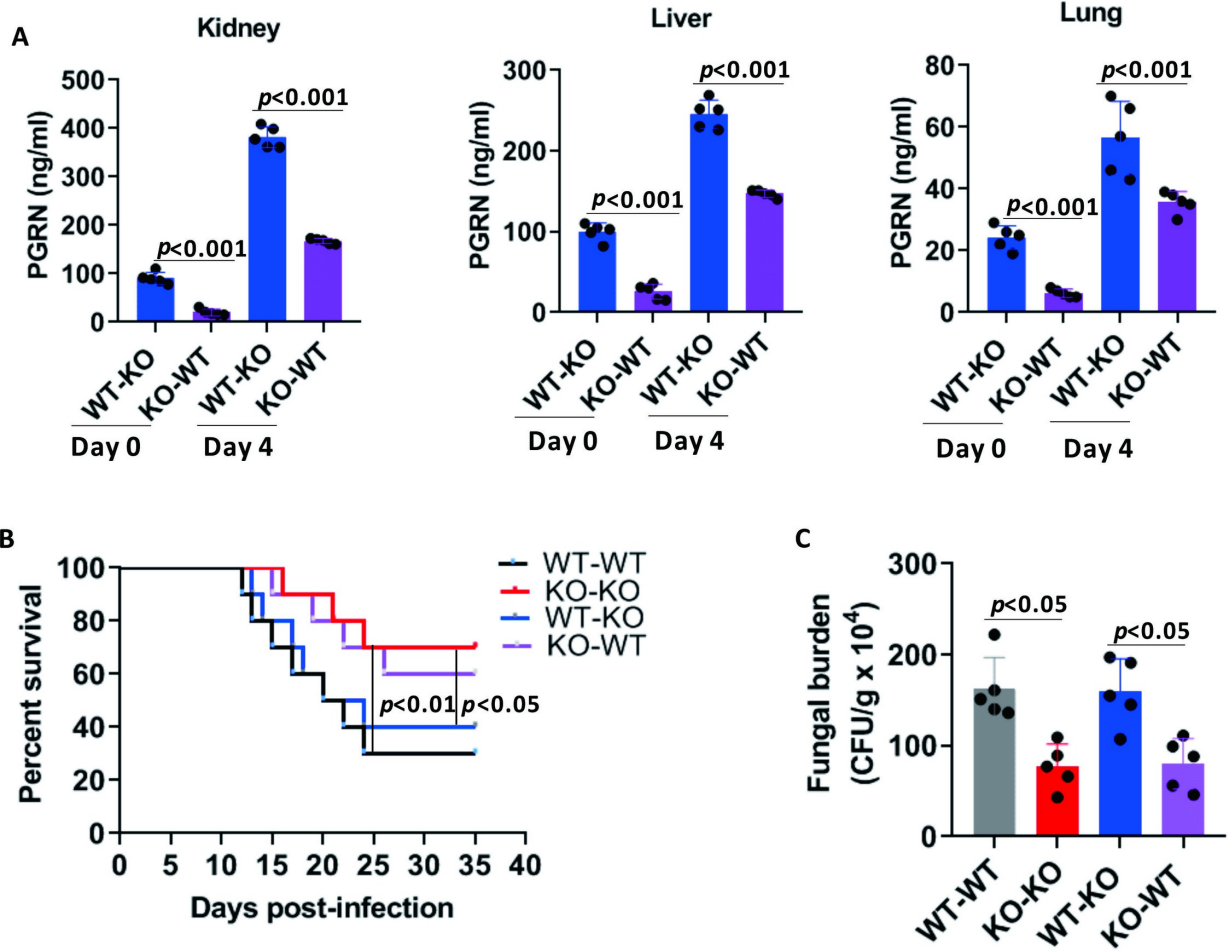
Contribution of PGRN-deficient hematopoietic cells to the increased resistance of PGRN KO mice to invasive *C*.*albicans* infection. (A) Bone-marrow cells from PGRN KO (n = 5) and WT (n = 5) mice were intravenously injected into the irradiated recipient mice separately. Eight weeks later, mice were intravenously infected with 4×10^5^ CFU of *C*. *albica*n*s*, and PGRN levels in the kidney, liver and lung were determined by ELISA. The statistical difference was determined by Kruskal-Wallis test followed by Dunn’s multiple comparisons post test, *p* values were shown when compared between groups denoted by horizontal lines. (B) Bone-marrow cells from PGRN KO (n = 10) and WT (n = 10) mice were intravenously injected into the irradiated recipient mice separately. Eight weeks later, mice were intravenously infected with 4×10^5^ CFU of *C*. *albica*n*s*. Survival of these mice was monitored. Kaplan-Meier survival curves were shown, and *p* value was determined by log-rank survival test. (C) Radiation chimeras were infected with 4×10^5^ CFU of *C*. *albicans* by intravenous inoculation, and kidney CFU levels at day 9 after *C*. *albicans* infection were evaluated. All data were pooled from three independent experiments. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines, and *p* values were shown.

### PGRN deficiency reduced the inflammatory host response to IC

Aberrant host inflammatory response has been reported to contribute essentially to death in IC [19,22]. To address the possibility that the increased survival of PGRN-deficient mice to IC could be due to the effects on inflammatory response, we quantified the levels of proinflammatory cytokines and chemokines after *C*. *albicans* infection. In agreement with reduced renal inflammation in PGRN KO mice by histopathological analysis (S1C Fig), at early time points of infection (days 1, 4 and 7) when similar fungal burden was observed in WT and PGRN KO mice (Fig 2E–2G), we found that kidney IL-6, CXCL1 and CCL2 levels in PGRN KO mice were significantly lower than those in WT mice (Fig 4A). In addition to IL-6, CXCL1 and CCL2, IL-1β protein levels in PGRN KO kidney were also significantly lower than WT mice at day 9 post-infection when significantly lower fungal burden was observed in PGRN KO mice (Fig 2E–2G). Interestingly, the renal levels of IFN-γ (at days 4, 7 and 9), IL-17A (at days 1 and 4) and IL-23 (at days 1 and 4) were significantly higher in PGRN KO mice than those in WT mice after *C*. *albicans* infection. However, there was no significant difference in the production of renal TNF-α, IL-12, GM-CSF, IL-18, IL-2, IL-10 and IL-15 in PGRN KO mice compared with WT mice (S2A Fig). Furthermore, we found that the serum levels of IL-6, CXCL1, CCL2 and IL-1β in PGRN KO mice were significantly lower than those in WT mice at days 1, 4, 7 and 9 after *C*. *albicans* infection (Figs 4B and S2B). In the liver, PGRN KO mice had significantly reduced levels of IL-6, CXCL1, CCL2 and IL-1β at days 1, 4, 7 and 9 after *C*. *albicans* infection compared with WT mice (Figs 4C and S2C). In the lung, PGRN KO mice had significantly lower levels of IL-6 (at days 7 and 9), CXCL1 (at day 9) and CCL2 (at day 9) after *C*. *albicans* infection (Figs 4D and S2D). In the brain, PGRN KO mice displayed significantly lower production of IL-6, CXCL1 and CCL2 at day 1 after *C*. *albicans* infection (Figs 4E and S2E). In the spleen, PGRN KO mice had significantly lower IL-6 (at days 1 and 4), CXCL1 (at day 1), CCL2 (at day 1) and IL-1β (at days 1 and 4) after *C*. *albicans* infection (Figs 4F and S2F). Taken together, these results demonstrated that PGRN modulated the release of proinflammatory cytokines and chemokines, especially in the kidney, which is the primary infected organ, after *C*. *albicans* infection.

We further determined the expression levels of additional inflammation mediators involved in acute kidney inflammation, including the major adhesion molecules: intercellular adhesion molecule 1 (ICAM-1) and P-Selectin, and we detected significantly reduced renal expression levels of ICAM-1 (at days 1, 4, 7, and 9) and P-Selectin (at days 4, 7, and 9) in PGRN KO mice compared with WT mice after *C*. *albicans* infection (Fig 4G). Besides, we analysed, by flow cytometry (S3 Fig), different leucocyte cell types infiltrating the infected kidney of PGRN KO and WT mice after invasive *C*. *albicans* infection. In line with the significantly reduced levels of early neutrophils chemokine CXCL1 and monocyte/macrophage chemokine CCL2 in the kidney (Fig 4A), PGRN KO mice displayed significantly lower numbers of infiltrating F4/80^+^ macrophages and Ly-6G^+^ neutrophils compared with WT mice at days 4, 7 and 9 after *C*. *albicans* infection (Fig 4H). In summary, these results indicated that PGRN expression enhanced the expression of inflammatory mediators, as well as the recruitment of inflammatory leukocytes, which could exacerbate inflammatory responses and might promote fatal immunopathology after invasive *C*. *albicans* infection.

**Fig 4:**
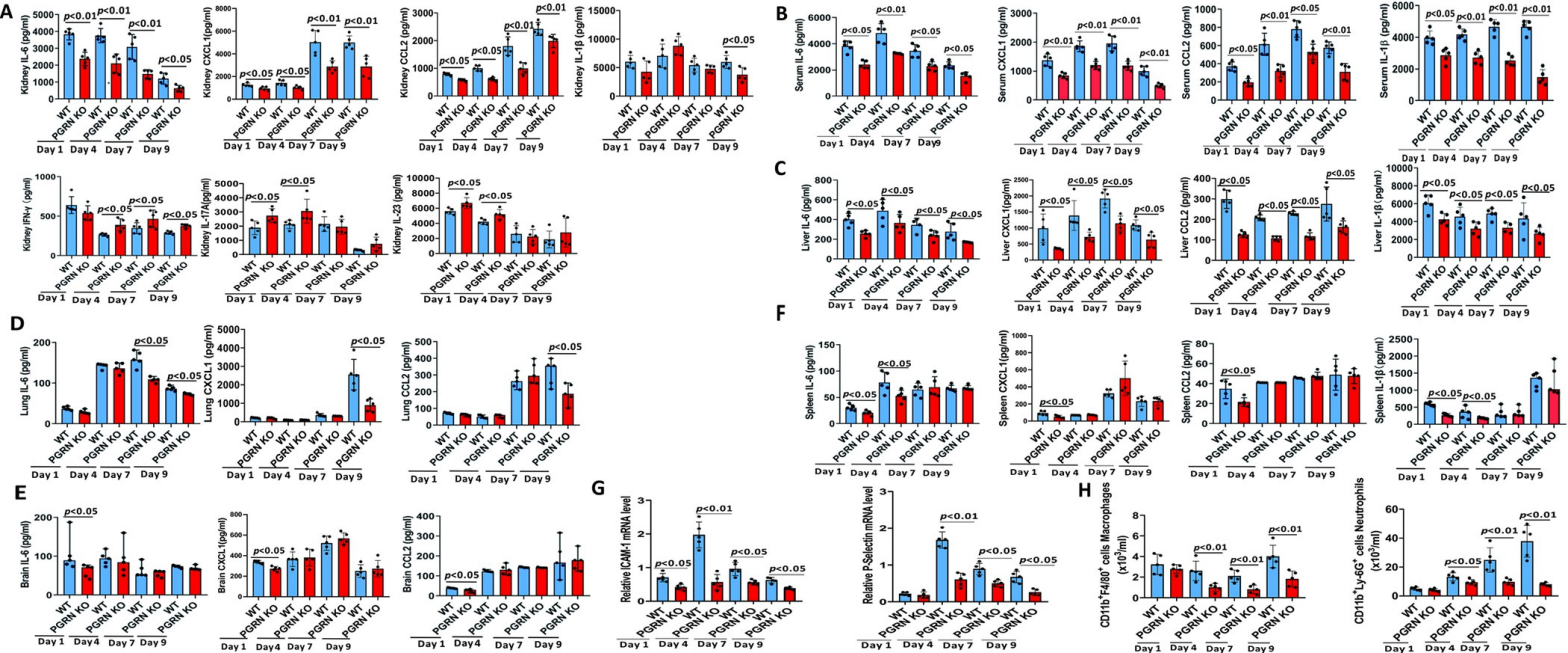
PGRN deletion mediated inflammatory responses in mice after invasive *C*.*albicans* infection. PGRN KO (n = 5) and WT (n = 5) mice were infected intravenously with 4 × 10^5^ colony forming units (CFU) of *C*. *albicans*, and then inflammatory mediators and leukocytes were quantified at the indicated times. (A) Cytokines and chemokines in the kidneys were quantified by enzyme-linked immunosorbent assay (ELISA) at the indicated times after *C*. *albicans* infection. (B) Cytokines and chemokines in the sera were quantified by ELISA at the indicated times after *C*. *albicans* infection. (C) Cytokines and chemokines in the livers were quantified by ELISA at the indicated times after *C*. *albicans* infection. (D) Cytokines and chemokines in the lungs were quantified by ELISA at the indicated times after *C*. *albicans* infection. (E) Cytokines and chemokines in the brains were quantified by ELISA at the indicated times after *C*. *albicans* infection. (F) Cytokines and chemokines in the spleens were quantified by ELISA at the indicated times after *C*. *albicans* infection. (G) Gene expression levels of ICAM-1 and P-Selectin in the kidneys were quantified by quantitative PCR at the indicated times after *C*. *albicans* infection. (H) Kidney cells from *C*. *albicans*-infected WT and PGRN KO mice were stained with anti-Ly-6G and anti-F4/80 antibodies, and FACS plots in S3 Fig showed the gating strategy for macrophages (CD11b^+^F4/80^+^) and neutrophils (CD11b^+^Ly-6G^+^). Graphs showed the absolute numbers of macrophages and neutrophils in homogenized kidneys. All data were pooled from three independent experiments. The Mann–Whitney *U* test was used to analyze the difference between WT and PGRN KO mice at the same time point after *C*.*albicans* infection, and *p* values were shown when compared between groups denoted by horizontal lines.

### PGRN deficiency resulted in attenuated kidney injury after IC

To investigate the pathological consequences of the PGRN-mediated inflammatory response and antifungal immunity, we examined kidney functions in PGRN KO and WT mice after IC. Immune cell apoptosis is accompanied by fungal infection and sepsis [23]. Terminal deoxynucleotidyltransferase dUTP nick end labeling (TUNEL) histology analysis showed that PGRN deficiency strongly decreased cell apoptosis in the kidneys after *C*. *albicans* infection compared with WT mice (Fig 5A and 5B). To further assess the kidney failure, we measured the expression level of kidney injury molecule-1 (KIM-1) in the kidneys, which is a marker of early kidney injury, as well as urea and creatinine levels in the sera of infected animals. Compared with WT mice, PGRN KO mice exhibited attenuated kidney injury with a significant reduction in the expression of renal KIM-1 at days 4, 7 and 9 after infection (Fig 5C), as well as significantly lower serum levels of urea (Fig 5D) and creatinine (Fig 5E) at days 7 and 9 after infection. Hence, these data showed that PGRN deficiency led to reduced kidney failure in mice after invasive *C*. *albicans* infection.

**Fig 5:**
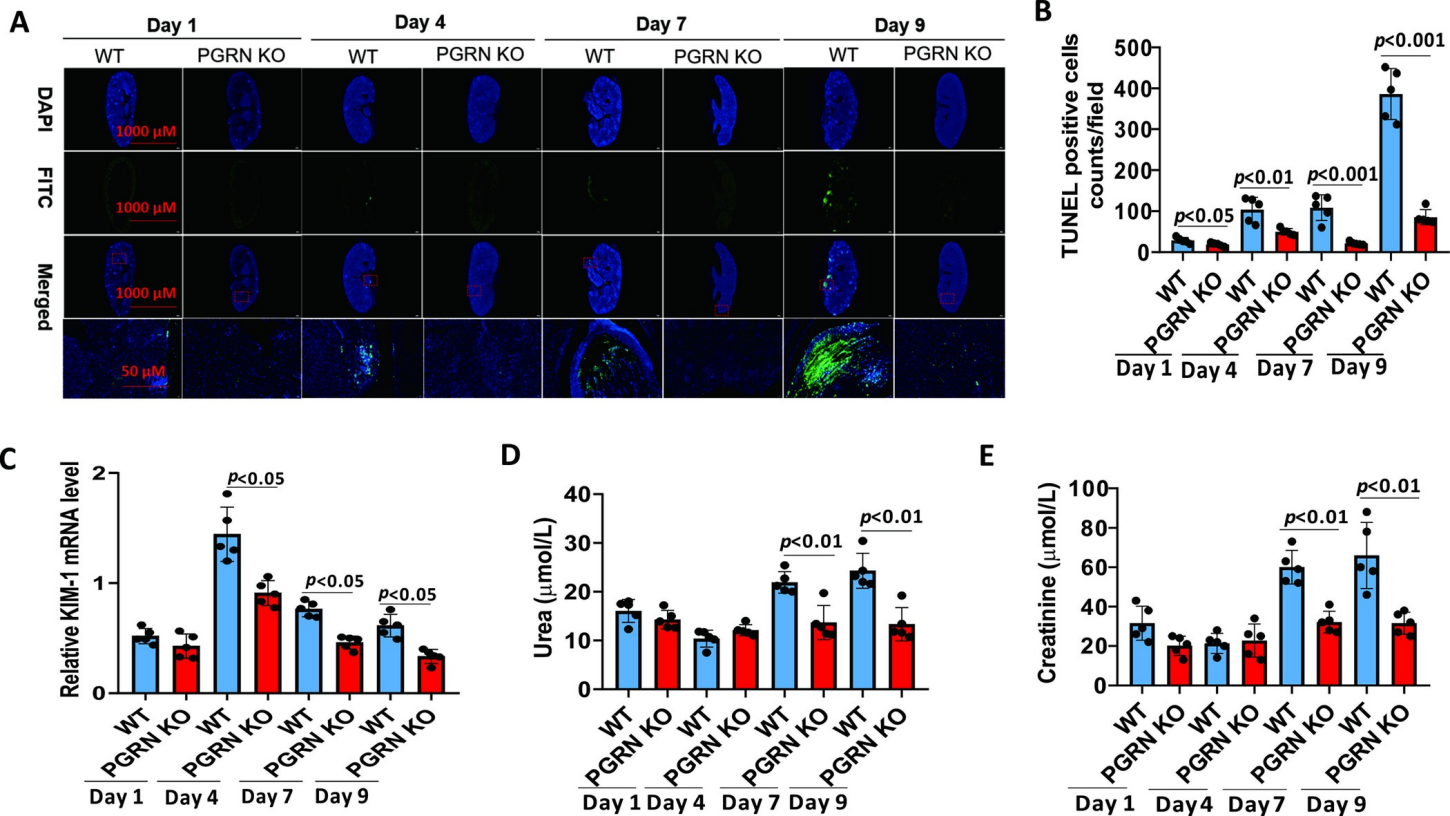
PGRN deletion reduced immune cell apoptosis and tissue injury in the kidneys after invasive *C*.*albicans* infection. PGRN KO (n = 5) and WT (n = 5) mice were infected intravenously with 4 × 10^5^ colony forming units (CFU) of *C*. *albicans*, and then immune cell apoptosis in the kidney and tissue injury markers were assessed at the indicated times. (A) The kidneys from WT (n = 5) and PGRN KO (n = 5) mice at the indicated times after intravenous infection with 4 × 10^5^ CFU of *C*. *albicans* were subjected to DNA fragmentation analysis (terminal deoxynucleotidyltransferase dUTP nick end labeling [TUNEL]). Representative examples were shown. (B) TUNEL-positive cells were counted (n = 5 per group) at the indicated times after intravenous infection with 4 × 10^5^ CFU of *C*. *albicans*. (C) Kidney total RNA was analysed for gene expression of kidney injury marker-1 (KIM-1) at the indicated times after intravenous infection with 4 × 10^5^ CFU of *C*. *albicans*. (D) Serum urea levels in WT (n = 5) and PGRN KO (n = 5) mice after intravenous infection with 4 × 10^5^ CFU of *C*. *albicans*. (E) Serum creatinine levels in WT (n = 5) and PGRN KO (n = 5) mice after intravenous infection with 4 × 10^5^ CFU of *C*. *albicans*. All data were pooled from three independent experiments. The Mann–Whitney *U* test was used to analyze the difference between WT and PGRN KO mice at the same time point after *C*.*albicans* infection, and *p* values were shown when compared between groups denoted by horizontal lines.

### Antibody-mediated inhibition of PGRN ameliorated C.albicans infection

To further confirm the detrimental role of PGRN in the pathogenesis of lethal *C*. *albicans* sepsis, we took advantage of an anti-PGRN monoclonal antibody that could neutralize PGRN [13]. Administration with an anti-PGRN antibody led to an improved survival time as compared with control IgG upon lethal *C*.*albicans* infection (Fig 6A), and M-CASS scores were significantly lower in mice treated with anti-PGRN antibody at days 7 and 9 after lethal *C*.*albicans* infection (Fig 6B). Quantitatively, fungal titers were significantly lower in the kidneys of anti-PGRN-treated mice at day 9 after infection (Fig 6C). Anti-PGRN treatment also led to significantly reduced protein levels of IL-6, CXCL1, and CCL2 in the kidneys at days 1, 4, 7, and 9 after infection (Fig 6D), and these animals had significantly lower numbers of infiltrating F4/80^+^ macrophages and Ly-6G^+^ neutrophils compared with mice treated with control IgG at days 4, 7 and 9 after *C*. *albicans* infection (Fig 6E). Moreover, anti-PGRN-treated mice exhibited attenuated kidney injury with a significant reduction in the expression of KIM-1 at days 4, 7 and 9 after *C*. *albicans* infection (Fig 6F), as well as significantly lower serum concentrations of urea (Fig 6G) and creatinine (Fig 6H) at days 7 and 9 after infection. Therefore, PGRN blockade might protect mice from *C*. *albicans* sepsis.

**Fig 6:**
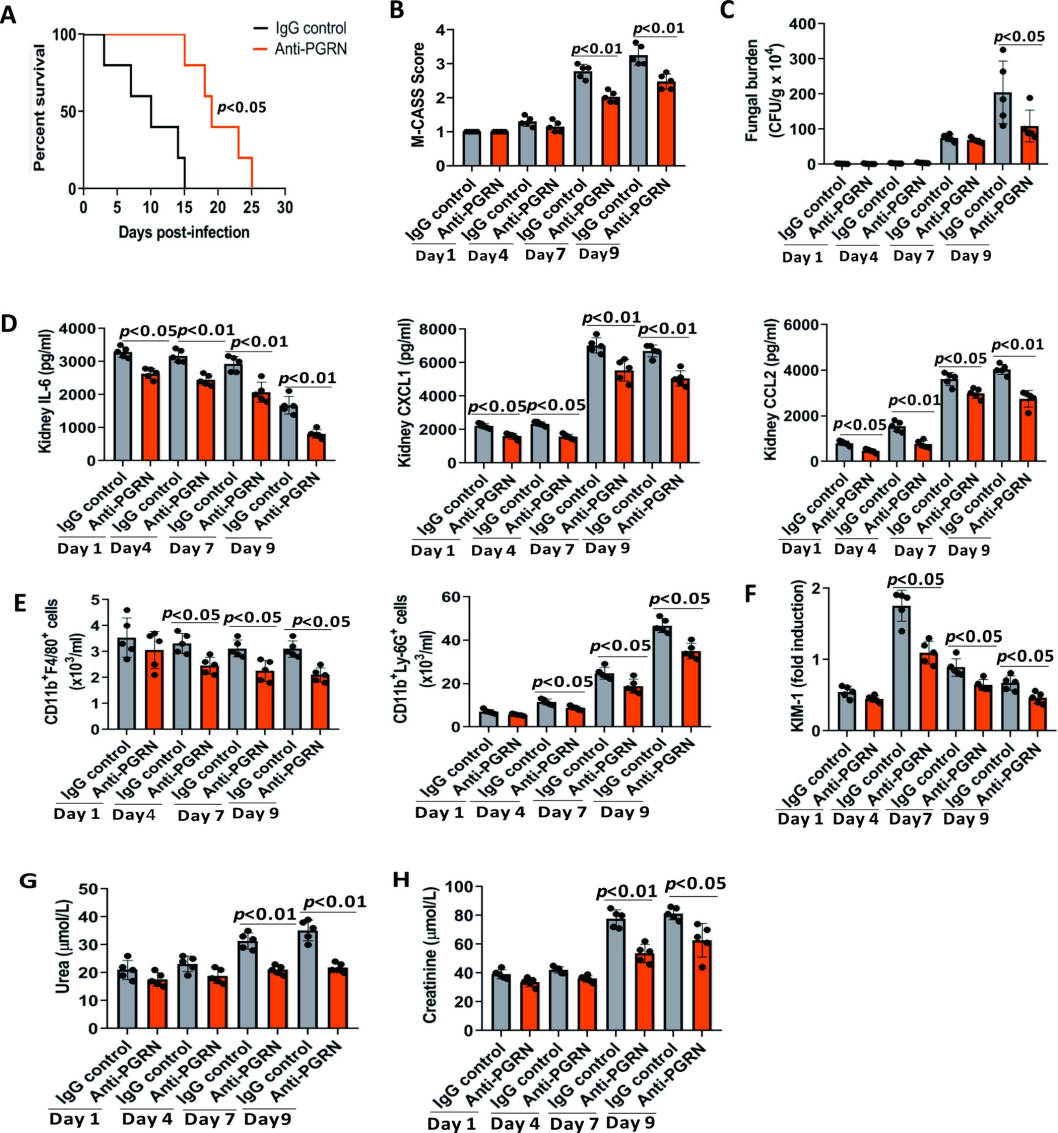
PGRN blockade by anti-PGRN antibody showed therapeutic effect on invasive *C*.*albicans* infection. WT mice were intravenously injected with 1×10^6^ CFU of *C*. *albicans*, and PGRN blockade was performed by intraperitoneally administration of 5 μg of anti-PGRN monoclonal antibody on day 0 (same day as *C*. *albicans* infection), followed by a booster dose of 2.5 μg 24 hour later. (A) Survival of these mice (n = 10 for each group) was monitored. (B) Mouse Clinical Assessment Score for Sepsis (M-CASS) scores of WT mice (n = 5) treated with or without anti-PGRN antibody after intravenous infection with 1 × 10^6^ CFU of *C*.*albicans*. (C) Kidney fungal loading was performed in WT mice (n = 5) treated with or without anti-PGRN antibody at the indicated times after intravenous infection with 1 × 10^6^ CFU of *C*.*albicans*. (D) Kidney IL-6, CXCL1 and CCL2 levels were quantified by ELISA in WT mice (n = 5) treated with or without anti-PGRN antibody at the indicated times after intravenous infection with 1 × 10^6^ CFU of *C*.*albicans*. (E) The numbers of macrophages (CD11b^+^F4/80^+^) and neutrophils (CD11b^+^Ly-6G^+^) in the kidneys were quantified by flow cytometry analysis in WT mice (n = 5) treated with or without anti-PGRN antibody at the indicated times after intravenous infection with 1 × 10^6^ CFU of *C*.*albicans*. (F) The gene expression levels of kidney injury marker-1 (KIM-1) were determined by quantitative PCR in WT mice (n = 5) treated with or without anti-PGRN antibody at the indicated times after intravenous infection with 1 × 10^6^ CFU of *C*.*albicans*. (G) Serum urea levels were measured in WT mice (n = 5) treated with or without anti-PGRN antibody at the indicated times after intravenous infection with 1 × 10^6^ CFU of *C*.*albicans*. (H) Serum creatinine levels were measured in WT mice (n = 5) treated with or without anti-PGRN antibody at the indicated times after intravenous infection with 1 × 10^6^ CFU of *C*.*albicans*. All data were pooled from three independent experiments. Log-rank test was used to analyze the difference between survival curves. The Mann–Whitney *U* test was used to analyze the difference of other parameters between anti-PGRN-treated and control IgG-treated mice at the same time point after *C*.*albicans* infection, and *p* values were shown when compared between groups denoted by horizontal lines.

### PGRN negatively regulated antifungal activity of macrophages and neutrophils

Because macrophages and neutrophils have been reported to be important for the antifungal immunity by phagocytosis and killing mechanisms [4,6,19,24], we thus hypothesized that macrophages and/or neutrophils might mediate the detrimental effect of PGRN on fungal clearance at a later time (day 9, Figs 2EE and 6C) after *C*.*albicans* infection. As expected, macrophage depletion dramatically decreased the survival (Fig 7A and 7B), and significantly increased M-CASS scores (Fig 7C) and impaired renal fungal clearance (Fig 7D) in PGRN KO mice after *C*.*albicans* infection. Meanwhile, neutrophil depletion also greatly decreased the survival of PGRN KO mice (Fig 7E and 7F), and in the absence of neutrophils, M-CASS scores of PGRN KO mice and fungal burden in PGRN KO kidneys were significantly increased after *C*.*albicans* infection (Fig 7G and 7H). These results suggest that both macrophages and neutrophils mediated the beneficial effects of PGRN loss upon *C*.*albicans* sepsis.

We then performed an *ex vivo* phagocytosis and killing assay by co-culturing *C*. *albicans* with bone marrow-derived macrophages (BMDM) or neutrophils, and found that PGRN-deficient macrophages had a significantly higher capacity to phagocytose fluorescein isothiocyanate (FITC)-labeled heat-killed *C*. *albicans* (Fig 7I) and live *C*.*albicans* (Fig 7J), when compared with WT macrophages. Notably, administration with exogenous recombinant murine PGRN protein could significantly down-regulate the increased ability of PGRN KO macrophages to phagocytose live *C*. *albicans*. PGRN KO macrophages also displayed increased phagosome formation upon *C*.*albicans* infection by scanning electron microscopy and transmission electron microscopy analysis (Fig 7K). Furthermore, PGRN KO macrophages were significantly more efficient in the killing of live *C*. *albicans* than WT cells, and exogenous recombinant murine PGRN protein could significantly decrease the killing rate of PGRN KO macrophages (Fig 7L). We also found that PGRN loss potently enhanced the production of reactive oxygen species (ROS) by *C*. *albicans*-stimulated macrophages (Figs 7M and S4A). Besides, the increase of phagocytosis and killing rate was accompanied with significantly increased TNF-α and IL-15 production, but with significantly decreased IL-6 and IL-1β production in PGRN KO macrophages upon *C*. *albicans* infection when compared with WT cells (Fig 7N). In PGRN KO neutrophils, the phagocytic activity (Fig 7O and 7P), phagosome formation (Fig 7Q), fungal killing (Fig 7R), and ROS production (Figs 7S and S4B) were enhanced upon *C*. *albicans* infection compared with WT cells, while treatment with recombinant murine PGRN could reverse the increase of phagocytosis and killing rate in PGRN KO neutrophils (Fig 7P–7R). We also determined whether PGRN is involved in NETs release upon *C*. *albicans* infection, and found that NETs release was significantly increased in PGRN KO neutrophils compared with WT cells (Fig 7T and 7U). Besides, PGRN-deficient neutrophils produced significantly more TNF-α and less IL-6 than WT neutrophils upon *C*. *albicans* infection (Fig 7V).

**Fig 7:**
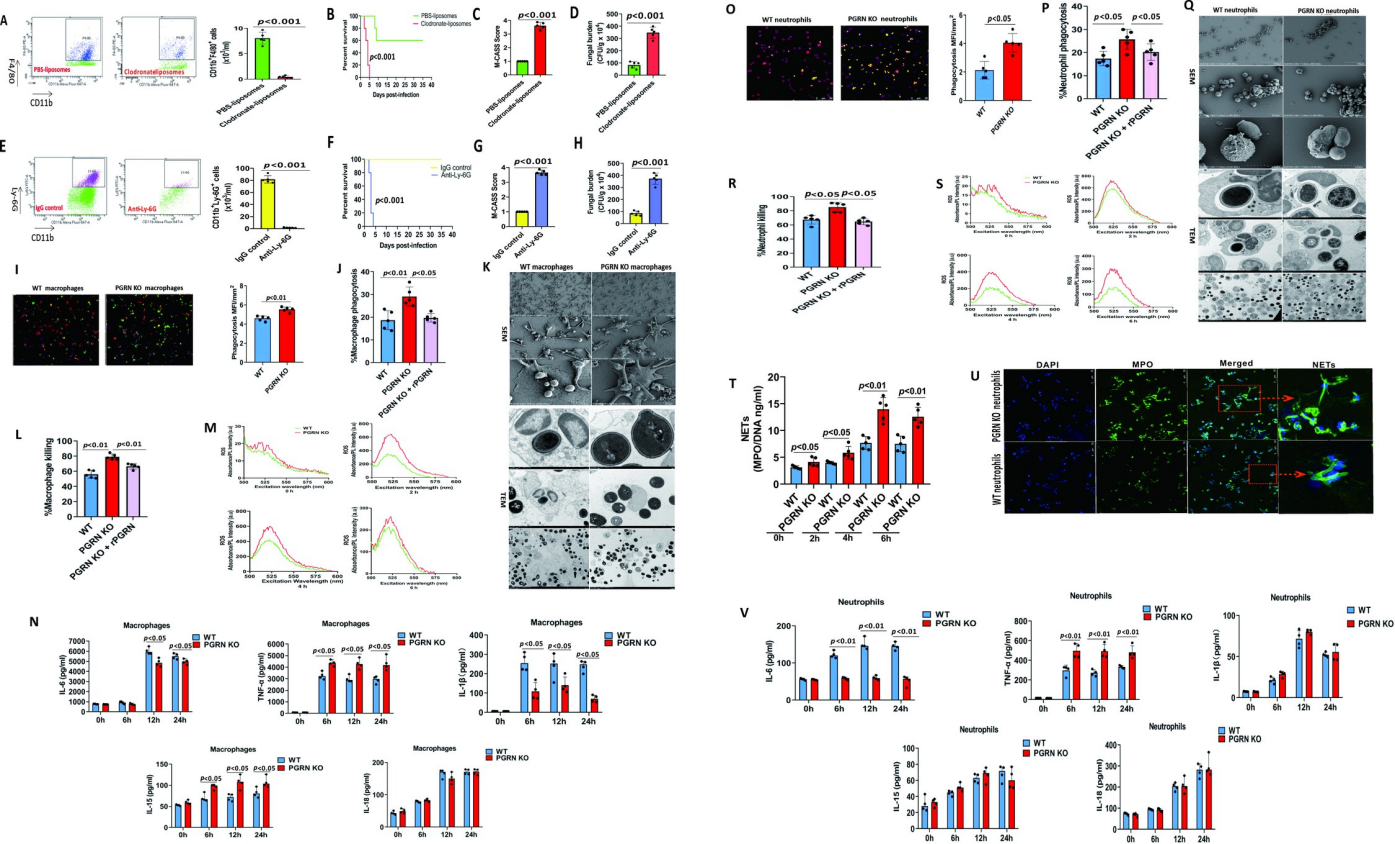
PGRN deletion increased phagocytosis and killing of macrophages and neutrophils in response to fungal infection. (A) The numbers of macrophages (CD11b^+^F4/80^+^) in the spleens were quantified by flow cytometry analysis in PGRN KO mice (n = 5) at 24 hours after clodronate-liposomes treatment. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (B) Mortality after macrophage depletion by clodronate-liposomes and subsequent intravenous challenge with 4 x10^5^ CFU of *C*. *albicans* in PGRN KO mice (n = 10). Kaplan-Meier survival curves were shown, and *p* value was determined by log-rank survival test. (C) Mouse Clinical Assessment Score for Sepsis (M-CASS) scores of PGRN KO mice (n = 5) with or without macrophage depletion at day 2 after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans*. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (D) Fungal numbers in the kidneys of PGRN KO mice (n = 5) with or without macrophage depletion at day 2 after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans*. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (E) The numbers of neutrophils (CD11b^+^Ly-6G^+^) in the spleens were quantified by flow cytometry analysis in PGRN KO mice (n = 5) at 24 hours after anti-Ly-6G antibody treatment. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (F) Mortality after neutrophil depletion by anti-Ly-6G antibody and subsequent intravenous challenge with 4 x10^5^ CFU of *C*. *albicans* in PGRN KO mice (n = 10). Kaplan-Meier survival curves were shown, and *p* value was determined by log-rank survival test. (G) M-CASS scores of PGRN KO mice (n = 5) with or without neutrophil depletion at day 2 after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans*. (H) Fungal numbers in the kidneys from PGRN KO mice (n = 5) with or without neutrophil depletion at day 2 after intravenous infection with 4 × 10^5^ CFU of *C*.*albicans*. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (I) Rates of phagocytosis for FITC-labeled heat-killed *C*. *albicans* yeast at a multiplicity infection of 1:2 by WT (n = 5) and PGRN-deficient bone marrow-derived macrophages (BMDM, n = 5). Representative fluorescence images of heat-killed *C*. *albicans* yeast (as determined by overlay of green fungus) by WT and PGRN-deficient BMDM were shown. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. MFI = mean fluorescence intensity. (J) Rates of phagocytosis for live *C*. *albicans* yeast at a multiplicity infection of 1:2 by WT (n = 5) and PGRN-deficient BMDM (n = 5) preincubated with or without recombinant murine PGRN protein (100 ng/ml). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (K) WT (n = 5) and PGRN-deficient BMDM (n = 5) were plated on bacteriologic plastic for transmission electron microscopy (TEM) or on coverslips for scanning electron microscopy (SEM) in the same well. BMDM were challenged with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20) for 30 minutes at 37°C. SEM showed that heat-killed *C*. *albicans* yeasts were no longer seen on the cell surface of PGRN-deficient BMDM, because they had been internalized by the cells (TEM data). In WT BMDM, many incomplete phagocytic cups were observed on the surface of BMDM, showing the arrest of the phagocytic cup closure. Moreover, TEM showed that few heat-killed *C*. *albicans* were internalized in WT BMDM compared with PGRN-deficient BMDM. (L) Percent killing of live *C*. *albicans* by WT (n = 5) and PGRN-deficient BMDM (n = 5) at a multiplicity infection of 1:10 in the presence or absence of recombinant murine PGRN protein (100 ng/ml). The Kruskal-Wallis test followed by Dunn’s multiple comparisons post test was used to analyze the difference between groups denoted by horizontal lines. (M) Reactive oxygen species (ROS) production by WT (n = 5) and PGRN-deficient BMDM (n = 5) stimulated with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20). Representative examples were shown for the production of ROS. (N) Cytokine and chemokine levels in PGRN KO (n = 5) and WT (n = 5) BMDM at 24 hours after stimulation with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (O) Rates of phagocytosis for FITC-labeled heat-killed *C*. *albicans* yeast at a multiplicity infection of 1:2 by WT (n = 5) and PGRN-deficient (n = 5) neutrophils. Representative fluorescence images of heat-killed *C*. *albicans* (as determined by overlay of yellow fungus) by WT and PGRN-deficient neutrophils were shown. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. MFI = mean fluorescence intensity. (P) Rates of phagocytosis for live *C*. *albicans* yeast at a multiplicity infection of 1:2 by WT (n = 5) and PGRN-deficient (n = 5) neutrophils preincubated with or without recombinant murine PGRN protein (100 ng/ml). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (Q) WT (n = 5) and PGRN-deficient (n = 5) neutrophils were plated on bacteriologic plastic for TEM or on coverslips for SEM in the same well. Bone marrow neutrophils were challenged with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20) for 30 minutes at 37°C. SEM showed that heat-killed *C*. *albicans* yeasts were no longer seen on the cell surface of PGRN-deficient neutrophils, because they had been internalized by the cells (TEM data). (R) Percent killing of live *C*. *albicans* by WT (n = 5) and PGRN-deficient (n = 5) neutrophils at a multiplicity infection of 1:10 in the presence or absence of recombinant murine PGRN protein (100 ng/ml). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (S) ROS production by WT (n = 5) and PGRN-deficient (n = 5) neutrophils stimulated with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20). Representative examples were shown for the production of ROS. (T) Neutrophils from WT (n = 5) and PGRN-deficient (n = 5) mice were challenged with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:10), and the concentrations of myeloperoxidase (MPO)/DNA-neutrophil extracellular traps (NETs) in the neutrophil culture supernatants were determined at the indicated times after stimulation. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (U) Representative fluorescence images of NETs stained for DNA (DAPI, blue) and myeloperoxidase (MPO, green) at 4 hour after *C*. *albicans* stimulation were shown. (V) Cytokine and chemokine levels in PGRN KO (n = 5) and WT (n = 5) neutrophils at 24 hours after stimulation with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines.

### PGRN negatively regulated Dectin-2 expression and Syk activation in macrophages and neutrophils

We next investigated the mechanism(s) underlying the increased antifungal activity of PGRN-deficient macrophages and neutrophils, and found that mRNA expression levels of Dectin-2, but not Dectin-1, were significantly increased in PGRN-deficient macrophages when compared with WT cells (Fig 8A). Flow cytometry analysis confirmed that the protein expression levels of Dectin-2, but not Dectin-1, on the surface of PGRN KO macrophages were significantly enhanced (Fig 8B and 8C). Similarly, we also observed comparable expression of Dectin-1 in PGRN KO and WT neutrophils (Fig 8D–8F). However, the mRNA expression and surface protein levels of Dectin-2 were up-regulated in PGRN KO neutrophils, which reached statistical significance at 30 min after *C*. *albicans* infection compared to WT neutrophils (Fig 8D–8E). Furthermore, supplementation with recombinant murine PGRN protein could significantly down-regulate the surface expression of Dectin-2 on macrophages and neutrophils (S5 Fig).

We then analyzed the CLR signaling pathways involving the Src family member kinase activity, tyrosine kinase Syk, protein kinase B (Akt), extracellular signal-regulated kinase (ERK), nuclear factor kappa-B (NF-κB), c-Jun N-terminal kinase (JNK) and p38 mitogen-activated protein kinase (MAPK) signaling. The levels of Src kinase activation following the stimulation of macrophages and neutrophils with heat-killed *C*. *albicans* or live *C*. *albicans* were increased in PGRN KO cells compared with WT cells at various time points (Fig 8G and 8H). Src-dependent phosphorylation of Syk in PGRN-deficient macrophages and neutrophils was also enhanced at various time points (Fig 8G and 8H). Additionally, phosphorylation of the downstream molecular ERK was increased in PGRN-deficient macrophages and neutrophils at various time points. However, the activation of NF-κB and JNK was attenuated in PGRN KO cells compared with WT cells at various time points. Besides, the phosphorylation levels of Akt and p38MAPK were similar at all time points. These data indicated that PGRN negatively controlled ERK signaling downstream of Src and Syk in macrophages and neutrophils, in response to Dectin-2 engagement.

**Fig 8:**
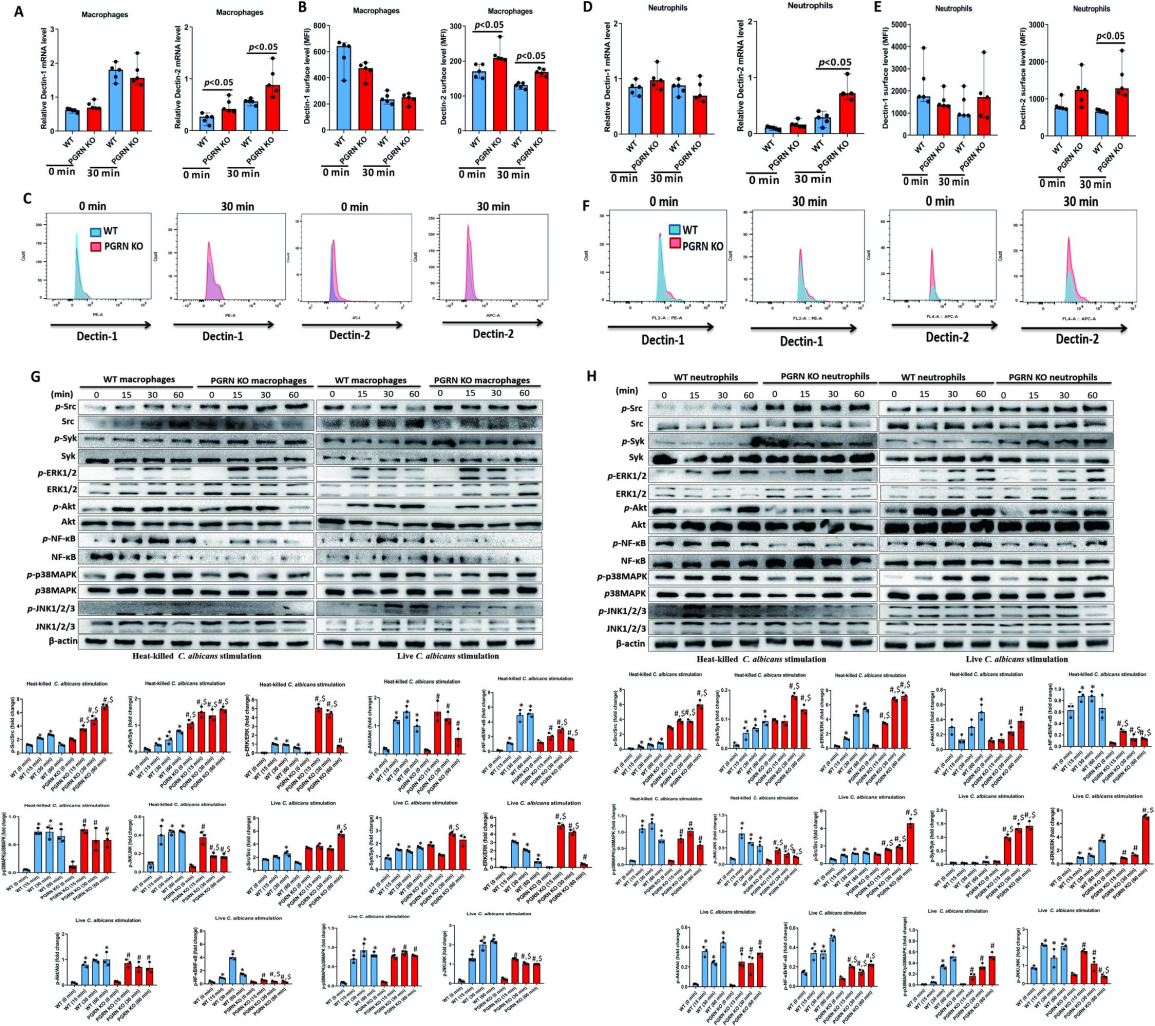
PGRN deletion enhanced Dectin-2 expression and Syk phosphorylation in macrophages and neutrophils. (A) mRNA expression levels of Dectin-1 and Dectin-2 in WT (n = 5) and PGRN-deficient (n = 5) BMDM with and without heat-killed *C*. *albicans* yeast stimulation (at a multiplicity of infection of 1:10). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (B) Surface expression levels of Dectin-1 and Dectin-2 in WT (n = 5) and PGRN-deficient (n = 5) BMDM with and without heat-killed *C*. *albicans* yeast stimulation (at a multiplicity of infection of 1:10). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. MFI = mean fluorescence intensity. (C) Representative figures of Dectin-1 and Dectin-2 expression on BMDM (n = 5) analyzed by surface staining and flow cytometry. (D) mRNA expression levels of Dectin-1 and Dectin-2 in WT (n = 5) and PGRN-deficient (n = 5) neutrophils with or without heat-killed *C*. *albicans* yeast stimulation (at a multiplicity of infection of 1:10). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (E) Surface expression levels of Dectin-1 and Dectin-2 in WT (n = 5) and PGRN-deficient (n = 5) neutrophils with or without heat-killed *C*. *albicans* yeast stimulation (at a multiplicity of infection of 1:10). The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines. (F) Representative figures of Dectin-1 and Dectin-2 expression on neutrophils (n = 5) analyzed by surface staining and flow cytometry. (G) WT or PGRN-deficient BMDM were stimulated with either live or heat-killed *C*. *albicans* (at a multiplicity of infection of 1:10) for the indicated times, and phosphorylation levels of Src, Syk, Akt, ERK1/2, NF-κB-p65, JNK and p38MAPK were determined with phosphospecific antibodies by Western blot analysis. The intensity of the proteins was measured, and data from three independent experiments were analyzed with a one- way ANOVA followed by Tukey’s test. *p<0.05 when compared with WT cells at 0 min. ^#^*p*<0.05 when compared with PGRN KO cells at 0 min. ^$^*p*<0.05 when compared between PGRN KO cells and WT cells at the same time point. (H) WT or PGRN-deficient neutrophils were stimulated with either live or heat-killed *C*. *albicans* (at a multiplicity of infection of 1:10) for the indicated times, and phosphorylation levels of Src, Syk, Akt, ERK1/2, NF-κB-p65, JNK and p38MAPK were determined with phosphospecific antibodies by Western blot analysis. The intensity of the proteins was measured, and data from three independent experiments were analyzed with a one-way ANOVA followed by Tukey’s test. *p<0.05 when compared with WT cells at 0 min. ^#^*p*<0.05 when compared with PGRN KO cells at 0 min. ^$^*p*<0.05 when compared between WT cells at the same time point.

### PGRN loss enhanced defense response against fungal infection in macrophages and neutrophils on the transcriptome level

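Neutrophils were isolated from the bone marrow of wild-type and progranulin knockout mice, and 3 cultures of each genotype were stimulated with live Candida albicans for 6 h before RNA was taken for sequencing. The neutrophil libraries are used here, and the macrophage libraries were not analysed here. The paper gives a multiplicity of infection of 1:10 for these cultures (S6 Fig), and the sample labels give 1:1. How many mice supplied each culture is not given in the sources used here. The authors mapped the reads to the mouse genome with HISAT and used HTSeq to compute FPKM (fragments normalized for gene length and library size), which they deposited for 54532 genes in each of the 6 libraries. The genome build is not named. Of 54495 gene identifiers shared with GENCODE M21, 53585 have the same start and end there, so positions are given on GRCm38.

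When each FPKM value was multiplied by its gene's length, every value above 0 came out within 0.05 of a whole number of fragments, which returned the depth of each library. The 3 WT libraries held 17557233, 17290604 and 17799798 fragments on genes, and the 3 PGRN KO libraries held 17087344, 17177506 and 18821091. The library sizes behind the FPKM values are not these sums. The sums are on average 1.04 times the library size used in WT and 0.954 times in PGRN KO, so the authors' scaling lowers PGRN KO values relative to WT by 0.12 on the log2 scale compared with scaling to the plain totals.

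Genotypes were compared on log2(FPKM + 1) with limma over the 14807 genes whose mean FPKM over the 6 libraries was at least 0.1, with two-sided tests and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. Pearson correlations of the log2 values, taken across genes, were between 0.991 and 0.992 within a genotype and between 0.978 and 0.981 across genotypes. All replicate pairs differed by more than sampling noise, with a chi-square of at least 2.71 per degree of freedom. Each library was counted as 1 replicate, but this test cannot show whether the cultures came from separate mice.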

To further identify target gene(s) that may be responsible for antifungal activity of PGRN-deficient macrophages and neutrophils at the transcriptional level, we performed RNA sequencing analysis with purified PGRN KO and WT BMDM or neutrophils after *C*. *albicans* stimulation (Gene Expression Omnibus database; accession number GSE201167. To review GEO accession GSE201167: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201167)). We found that defense response to other organism (including fungus) was the top 1 gene set that was up-regulated in PGRN KO macrophages (S6A–S6C Fig), and several significantly up-regulated genes have been reported to be associated with antifungal activity, such as IL-15RA (interleukin-15 receptor subunit alpha) [25], IFI44 (interferon associated protein) [26], CD69 [27], and CSF1 (macrophage colony-stimulating factor) [28] (S6D Fig). In PGRN KO neutrophils, genes involved in defense response to fungus were also up-regulated after *C*. *albicans* stimulation (S6E–S6G Fig), and we observed several significantly up-regulated genes that have been reported to be associated with antifungal activity (S6H Fig), such as Elane (elastase) [29], Mpo (myeloperoxidase) [30], C4b (Complement 4b) [31], Mzb1 (marginal zone B and B-1 cell-specific protein) [32], Pou2af1 (POU domain class 2-associating factor 1) [33], Tslp (thymic stromal lymphopoietin) [34], Epx (eosinophil peroxidase) [35], and Epcam (epithelial cell adhesion molecule) [36]. These transcriptome differences suggest PGRN loss up-regulated antifungal activity in both macrophages and neutrophils *in vitro*.

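Grn, the targeted gene, was measured first in each library. Grn (ENSMUSG00000034708, chromosome 11 from 102430315 to 102437048) had an FPKM of 168.4, 161.3 and 166.1 in the 3 WT libraries and of 0.242, 0.206 and 0.747 in the 3 PGRN KO libraries. Its log2 fold change was -6.91 (standard error 0.14, adjusted p = 1.05e-05 from limma).

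Elane (ENSMUSG00000020125, chromosome 10 from 79886247 to 79888215) had an FPKM of 59.5 ± 3.27 (SD, n = 3) in WT and 256.2 ± 9.32 (SD, n = 3) in PGRN KO neutrophils, a log2 fold change of 2.09 (standard error 0.053, adjusted p = 1.2e-05 from limma). Mpo (ENSMUSG00000009350, chromosome 11 from 87793581 to 87804413) rose from 11.2 ± 0.632 to 59.9 ± 6.43 FPKM (SD, n = 3 each), a log2 fold change of 2.31 (standard error 0.086, adjusted p = 4.71e-05). With each library left out in turn, the log2 fold change of Elane lay between 2.05 and 2.13 and that of Mpo between 2.26 and 2.40.

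The other named genes were measured from far fewer fragments, and which cells of the cultures carried them was not tested. A list of B and plasma cell genes also rose in PGRN KO, with 6 genes called higher and 1 lower, which bears on Mzb1 and Pou2af1. Mzb1 (ENSMUSG00000024353, chromosome 18) was at 1.04 ± 0.179 FPKM in WT and 4.95 ± 0.462 in PGRN KO (SD, n = 3 each), from 48 and 249 fragments, with a log2 fold change of 1.54 (adjusted p = 0.000294). Pou2af1 (ENSMUSG00000032053, chromosome 9) had 28 fragments over the 3 WT libraries and 181 over the 3 PGRN KO libraries, a log2 fold change of 0.90 (adjusted p = 0.00115). Tslp (ENSMUSG00000024379, chromosome 18) had 10 and 49 fragments, a log2 fold change of 0.59 (adjusted p = 0.00432). Epx (ENSMUSG00000052234, chromosome 11) had 6 and 53 fragments, and its mean FPKM was 8.02 times the WT mean in PGRN KO while its log2 fold change was 0.37 (adjusted p = 0.0231). Epcam (ENSMUSG00000045394, chromosome 17) had 13 and 86 fragments, a log2 fold change of 0.62 (adjusted p = 0.0331). The adjusted p of Epx was above the threshold of 0.05 in 5 of the 6 fits that left out 1 library, the exception being the fit without PGRN KO replicate 5. Epcam lost its call in 5 of those 6 fits, the exception being the fit without PGRN KO replicate 4.

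C4b (ENSMUSG00000073418, chromosome 17) had 3, 1 and 2 fragments in the WT libraries and 19, 11 and 19 in the PGRN KO libraries. Its mean FPKM of 0.0875 over the 6 libraries is under the minimum for testing. When every gene with a value above 0 was tested, its log2 fold change of 0.18 had an adjusted p of 0.0275 from limma. For each of these 8 genes every PGRN KO library was above every WT library, and for single genes the smallest p that an exact two-sided permutation test of 3 against 3 can give is 0.10.

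**Figure D1:**
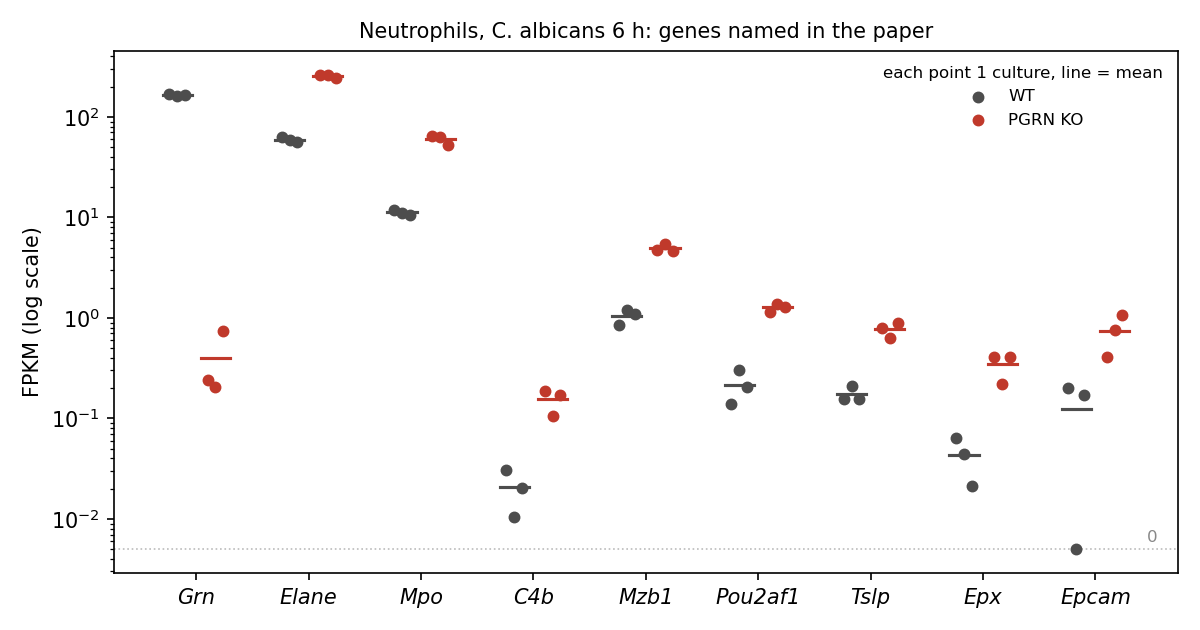
FPKM on a log scale of Grn and the 8 genes in each of the 3 WT (grey) and 3 PGRN KO (red) libraries, with lines at the group means and a value of 0 drawn on the dotted line. The PGRN KO points lie below the WT points for Grn and above them for the other 8 genes.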

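The direction of change was followed gene by gene in a list of 39 genes with antifungal roles, written before the data were examined, of which 38 could be tested. The list is not the Gene Ontology set that the paper used, whose members were not used here. In PGRN KO neutrophils 15 of these genes had a higher and 23 a lower log2 fold change, and 6 were higher and 10 lower at an adjusted p under 0.05 from limma. This tally was unchanged with median-of-ratios scaling, which kept all 2648 calls of the main fit. That scaling left the values almost as deposited, so its agreement is no separate check. The tally differed under 3 other scalings. It was 21 higher and 17 lower with quantile normalization, and 26 higher and 12 lower both with voom and with plain totals of fragments. Under these 3 scalings 9, 12 and 9 genes were called higher and 9, 10 and 9 lower. Adjusted over the list alone, 17 genes passed, and Elane and Mpo, which the paper chose from these libraries, are not independent evidence among them. Besides these 2, the primary granule proteases Ctsg and Prtn3 were higher, with log2 fold changes of 2.85 and 2.32. The remaining 2 genes called higher were Ncf1, a subunit of the NADPH oxidase (log2 fold change 0.15, adjusted p = 0.0284), and Cotl1 (log2 fold change 0.30, adjusted p = 0.0368). Other oxidase subunits did not pass the threshold, with log2 fold changes from -0.064 for Cybb to 0.16 for Cyba. The largest fall on this scale was in Clec4n, the gene of the receptor Dectin-2 (log2 fold change -0.79, adjusted p = 0.00332 from limma). It was followed by the adaptor Malt1 (log2 fold change -0.73, adjusted p = 0.00118), Ptx3 (-0.63, adjusted p = 0.00667), Clec7a (-0.62, adjusted p = 0.00552), Nlrp3 (-0.61, adjusted p = 0.00473) and Tlr2 (-0.47, adjusted p = 0.0046). The others called lower were Vav1, Clec4d, Syk and Clec4e. The most abundant antimicrobial transcripts of the list, S100a8, S100a9, Camp and Lcn2, had log2 fold changes between -0.10 and 0.21, none of them past the threshold. From the transcriptome differences in both cell types, the paper proposes that the loss of PGRN raised antifungal activity in macrophages and neutrophils.

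**Figure D2:**
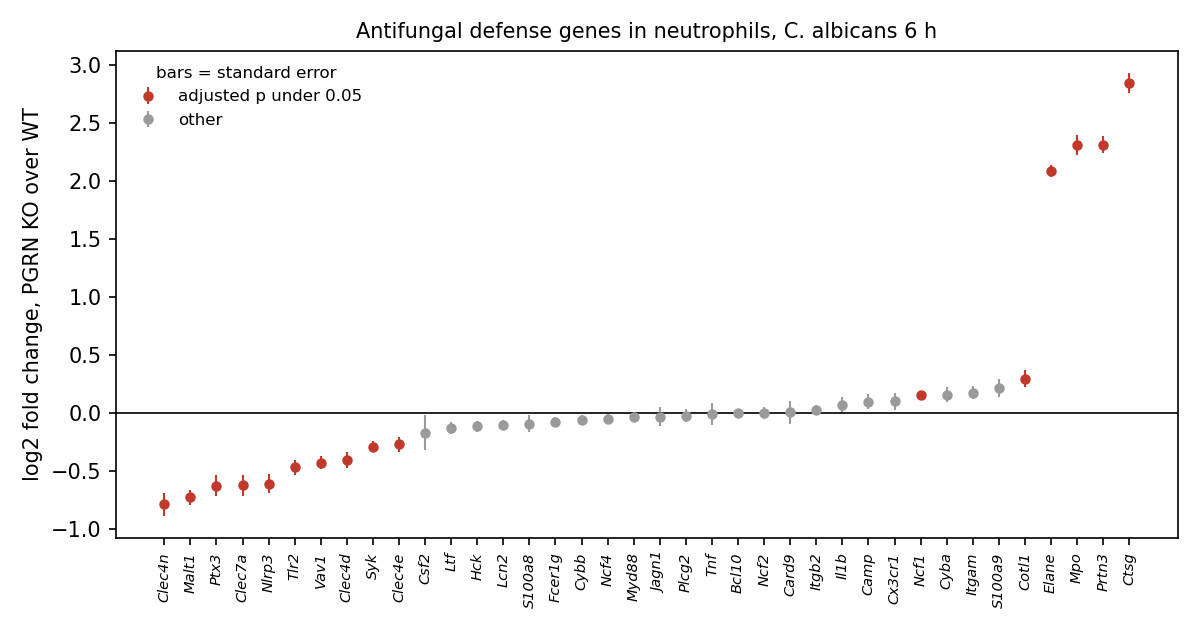
Log2 fold change of PGRN KO over WT neutrophils, on the log2(FPKM + 1) scale, for each of the 38 tested antifungal genes in rising order, with bars of 1 standard error from limma. The 4 primary granule genes stand at the right, above all other genes of the list.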

### PGRN impaired phagocytosis and killing of C. albicans in human macrophages and neutrophils

To translate murine findings into human beings, we investigated whether treatment with recombinant human PGRN protein could affect antifungal activity of human macrophages and neutrophils. We observed that recombinant human PGRN protein could significantly decrease the ability of human macrophages and neutrophils to phagocytize FITC-labeled *C*. *albicans* and to kill live *C*. *albicans* (Fig 9A and 9B).

**Fig 9:**
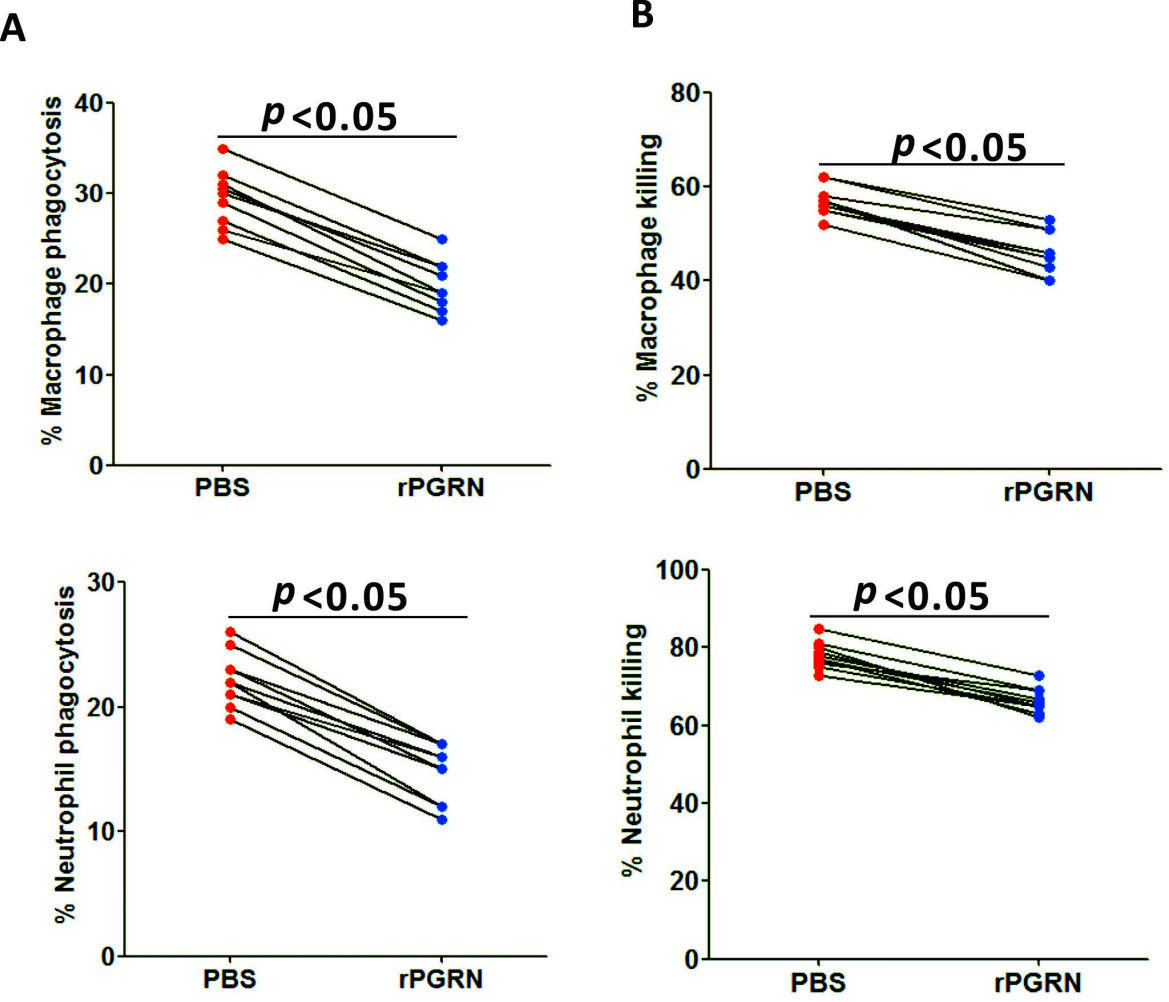
PGRN enhanced the phagocytic and killing activity of human macrophages and neutrophils in response to fungal infection. (A) Human monocyte-derived macrophages and neutrophils isolated from 10 healthy volunteers were preincubated with recombinant human PGRN (100 ng/ml) for 2 hours and challenged with FITC-labeled heat-killed *C*. *albicans* yeast at a multiplicity infection of 1:2 for 45 minutes, and the percentage of fungal phagocytosis was calculated. (B) Human monocyte-derived macrophages and neutrophils isolated from 10 healthy volunteers were preincubated with recombinant human PGRN (100 ng/ml) for 2 hours and challenged with live *C*. *albicans* at a multiplicity infection of 1:10 overnight, and the percentage of fungal killing was calculated. Wilcoxon signed-rank test was used to analyze the statistical difference, and *p* values were shown when compared between groups denoted by horizontal lines.

## Discussion

*C*. *albicans* sepsis is associated with one of the highest rates of mortality, and novel antifungal drugs for death reduction are urgently required. By harnessing the experimental model of invasive *C*. *albicans* infection in mice, we here showed that PGRN release was increased in mice with systemic candidiasis. PGRN loss could protect mice from a lethal systemic infection with *C*. *albicans*, and PGRN deficiency in hematopoietic cell compartment was important for this process. PGRN neutralization by anti-PGRN antibody at the onset of *C*. *albicans* sepsis protected mice from morbidity and mortality. Interestingly, at an early phase (days 1, 4, and 7) of invasive *C*. *albicans* infection, PGRN KO mice exhibited similar fungal burdens in the kidneys, as well as spleens, lungs and brains, when compared with WT animals, whereas, PGRN deficiency conferred decreased inflammatory responses in the kidneys that involved the production of lower levels of inflammatory cytokine (IL-6) and chemokine (CXCL1 and CCL2), the expression of reduced levels of adhesion molecule (ICAM-1 and P-selectin), and the infiltrate of declined numbers of macrophage and neutrophil, indicating that PGRN deficiency decreased *Candida*-induced early and acute inflammation and immunopathology. At a later phase of infection (day 9), fungal burden in the kidneys was significantly lower in PGRN-deficient mice than in control WT mice, suggesting that PGRN deletion also facilitated fungal clearance in systemic candidiasis, which was associated with increased antifungal immunity of PGRN-deficient macrophages and neutrophils. Furthermore, PGRN loss led to enhanced surface expression of Dectin-2 on macrophages and neutrophils, which was accompanied by an increase of Src and Syk phosphorylation and an enhancement of downstream ERK signaling upon *C*. *albicans* stimulation. Therefore, these results suggest that PGRN deletion protected host from IC by simultaneously reducing renal inflammation and limiting fungal load, which could ameliorate inflammation-induced renal damage and improve host survival. Our collective observations are illustrated in Fig 10 as a working hypothesis.

**Fig 10:**
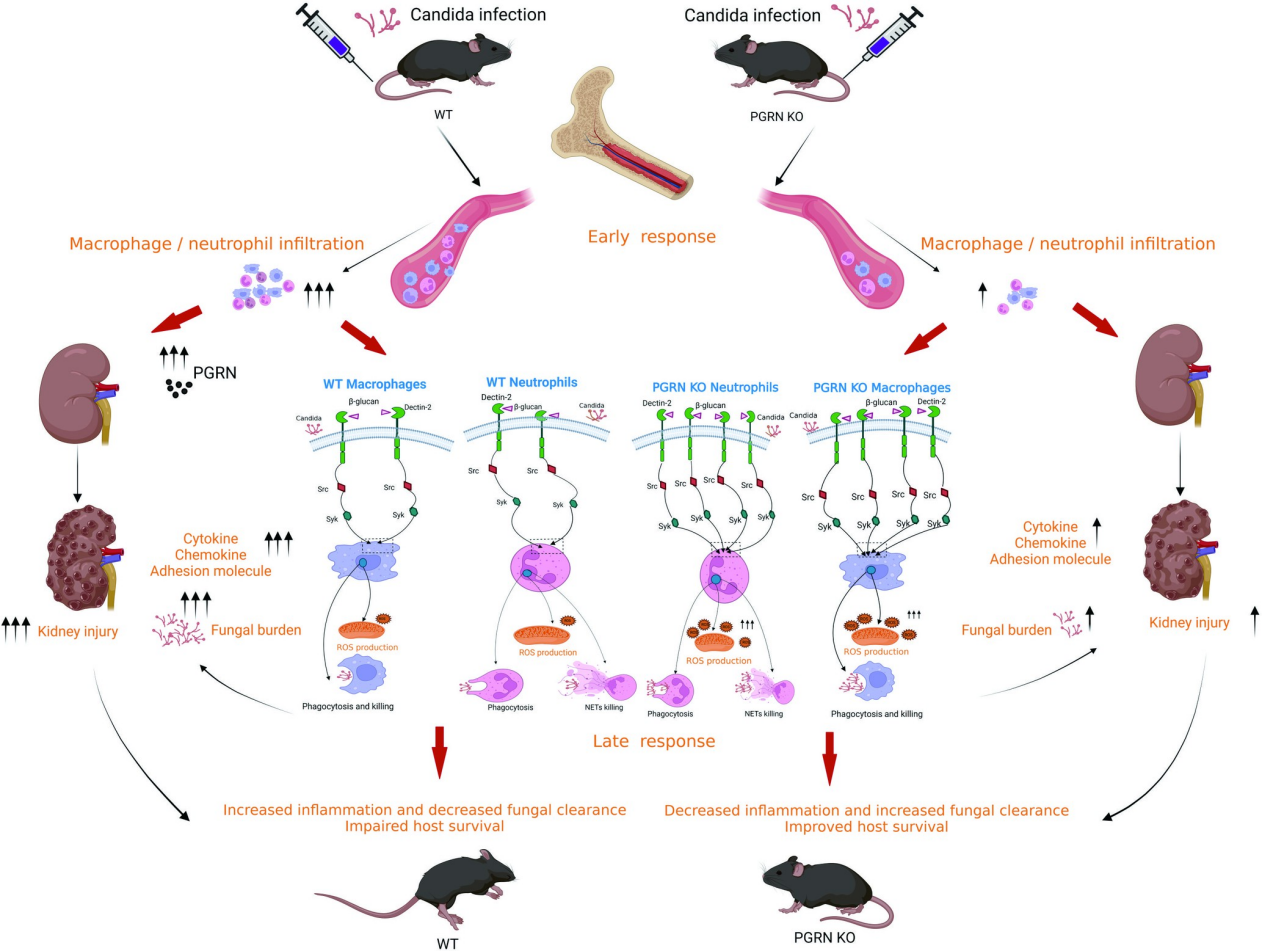
Proposed model of PGRN regulation of inflammatory reactions and antifungal immunity in response to *C*. *albicans* infection. *C*. *albicans* recognition induces PGRN production, which plays an important role in the immunopathology of invasive *C*. *albicans* infection. At an early phase of invasive *C*. *albicans* infection, PGRN loss does not affect fungal burden in the kidney, but it dampens acute inflammatory responses in the kidney involving the production of lower levels of inflammatory cytokine (IL-6) and chemokine (CXCL1 and CCL2), and the expression of reduced levels of adhesion molecule (ICAM-1 and P-Selectin), as well as the infiltrate of declined numbers of macrophage and neutrophil, supporting that PGRN participates in modulating an early harmful inflammatory response to *C*. *albicans* infection. At a later phase of invasive *C*. *albicans* infection, PGRN loss leads to lower fungal burden in the kidney, which is associated with increased antifungal immunity in PGRN-deficient macrophages and neutrophils. In the absence of PGRN, it can induce up-regulated expression of Dectin-2, and enhance phosphorylation of Src and Syk, as well as increase phagocytosis, reactive oxygen species (ROS) production, neutrophil extracellular traps (NETs) release, and fungal killing in macrophages or neutrophils, which limits fungal load and provides less inflammatory stimulus. Therefore, PGRN loss contributes to the protection against lethal *C*. *albicans* sepsis at two different but interconnected ways: the attenuated harmful host inflammatory response and the enhanced antifungal immunity that eliminates the *C*. *albicans*. These two processes regulate each other, which improves host survival in PGRN-deficient mice.

For the first time, to the best of our knowledge, we have revealed that PGRN acted as a detrimental factor of host immune response to IC. The PGRN-deficient mice infected with *C*. *albicans* exhibited decreased mortality that was associated with a dampened early and acute inflammatory response. A variety of studies have shown that exacerbated inflammatory immune reactions were an important cause of tissue damage and death in the murine *Candida* infection model [19–22]. Despite that PGRN KO mice had similar fungal burden in the kidney, which is the primary infected organ in the systemic candidiasis mouse model, at the early times of *C*. *albicans* infection (days 1, 4, and 7), the production of proinflammatory cytokine IL-6, a major cause of sepsis [37,38], in PGRN-deficient mice was significantly lower than that in WT animals. PGRN deletion also decreased the production of the macrophage and neutrophil chemokines CCL2 and CXCL1, and reduced the expression of adhesion molecules ICAM-1 and P-Selectin in the kidneys at early phases of infection, paralleling the decrease of macrophage and neutrophil recruitment to the infected kidneys in PGRN-deficient mice after IC. These findings are therefore in agreement with our previous data observed in the lungs of PGRN-deficient mice after bacterial or influenza virus infection [14,16]. It has been shown that pharmacological suppression of monocytes/macophages and neutrophils could protect against *C*. *albicans* infection [39]. Thus, the early decrease in inflammatory mediator production and macrophage/neutrophil recruitment observed in PGRN-deficient mice might contribute to the improvement in renal function and survival after *C*. *albicans* infection. On the other hand, PGRN-deficient mice displayed significantly higher production of INF-γ, IL-17A and IL-23 at early times after *C*. *albicans* infection, and these cytokines have been identified as protective factors against IC [21,23,40,41]. In fact, PGRN has been shown to be able to inhibit Th1 and Th17 cells, and significantly lower levels of INF-γ and IL-17 were observed in PGRN-deficient mice compared with WT mice in experimental autoimmune encephalomyelitis, experimental autoimmune uveitis or coxsackievirus-B3-induced viral myocarditis [42–44]. The kidney fungal load has also been shown to correlate with the severity of renal injury and the progress of *C*. *albicans* sepsis [6,7,19]. At a later phase of *C*. *albicans* infection (day 9), we did find that PGRN-deficient mice had significantly lower fungal loads in the kidneys. The decreased fungal loads, which provided less inflammatory stimulus, may be able to further reduce renal inflammation and injury after *C*. *albicans* infection. In addition to IL-6, CCL2, and CXCL1, we found that the release of proinflammatory cytokine IL-1β was significantly reduced in the kidneys of PGRN KO mice when compared with WT animals at day 9 after *C*. *albicans* infection. Collectively, we can conclude that PGRN loss contributed to protection against lethal *C*. *albicans* sepsis at two different but interconnected ways: the attenuated harmful host inflammatory response and the enhanced host antifungal immunity that eliminates the *C*. *albicans*. These two processes regulated each other, which were responsible for the decreased mortality observed in PGRN-deficient mice after IC.

Another important finding of the present study is that PGRN deficiency enhanced phagocytosis, phagosome formation, ROS production and fungal killing in macrophages and neutrophils, and PGRN loss also increased the formation of NETs in neutrophils. Recognition of β-glucans and α-mannans on invading fungi via CLRs Dectin-1 and Dectin-2, respectively, is crucial for phagocytosis and killing in macrophages and neutrophils [45,46]. Despite its name, Dectin-2 is only 20–25% homologous to Dectin-1 [47]. Here we found that PGRN loss resulted in up-regulated expression of Dectin-2, but not Dectin-1, in both macrophages and neutrophils. A previous study has demonstrated that WT and Dectin-1 KO mice were equally susceptible to candida infection [48], while Dectin-2 KO mice were more susceptible to systemic candidiasis [49]. Unlike Dectin-1, Dectin-2 activates Syk signaling, through an immunoreceptor tyrosine-based activation motif (ITAM)–bearing Fc receptor γ (FcRγ) signaling chain [50]. We found that Src activation and Syk phosphorylation were enhanced in PGRN-deficient macrophages and neutrophils compared with WT cells upon *C*. *albicans* infection. Syk signaling has been shown to play an essential role in macrophage and neutrophil fungicidal activity against Candida species, such as ROS generation, phagosome formation, phagocytosis, killing, or NETs release [10,11]. Besides, phosphorylation of the downstream molecular ERK was enhanced in PGRN-deficient macrophages and neutrophils upon *C*. *albicans* infection, which may account for increased phagocytosis and killing ability, as well as enhanced TNF-α and IL-15 secretion. ERK activation has been shown to be critical for the survival of *C*. *albicans*-infected mice [51]. However, we found that the activation of NF-κB and JNK signaling was down-regulated, which may be implicated in the lower production of IL-6 or IL-1β from PGRN KO macrophages and neutrophils compared to WT cells upon *C*. *albicans* infection. A previous study has shown that JNK1 negatively controlled antifungal immunity during *C*. *albicans* sepsis [7]. Therefore, PGRN differentially regulated the activation of intracellular signaling pathways, which may participate in antifungal immunity and inflammatory response of macrophages and neutrophils. Anyway, our observations suggest that PGRN loss facilitated fungus elimination by macrophages and neutrophils, which is likely due to enhanced activation of Dectin-2-Syk signaling cascade. 

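In the RNA sequencing of neutrophils, 4 of the tested antifungal genes had a log2 fold change of at least 1, on the log2(FPKM + 1) scale, and an adjusted p under 0.05 from limma, and these were Elane, Mpo, Ctsg and Prtn3. The next highest gene of the list was Cotl1. Of the 38 tested genes, 6 were called higher, 10 were called lower and 22 did not pass the threshold. By log2 fold change, more of these genes were higher than lower with quantile normalization, voom or plain totals of fragments. More were lower as deposited and with median-of-ratios scaling, which left the values almost as deposited. The set test fry called the list higher while camera did not. Without Elane and Mpo, which the paper chose from these libraries, neither test called it. Without the 4 primary granule genes, a choice made after seeing the data, both called it lower. These shortened lists were tested with the authors' scaling alone, so whether their results hold under other scalings is open. Clec4n, the gene of Dectin-2, was the lowest on the log2(FPKM + 1) scale. This direction is opposite to that of the Dectin-2 mRNA in the paper's own assay of neutrophils. That assay used heat-killed C. albicans and an earlier time. As a ratio of mean FPKM, Ptx3 fell furthest among the genes called lower, from 1.34 in WT to 0.522 in PGRN KO, measured from 183 and 78 fragments.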

RNA sequencing further demonstrated that genes involved in antifungal immune response were highly up-regulated in PGRN-deficient macrophages and neutrophils upon *C*. *albicans* infection, indicating that the lack of PGRN facilitated fungus elimination by enhancing antifungal immunity of macrophages and neutrophils, which would constrain fungal growth in the kidney, thereby limiting the excessive inflammation and improving mouse survival after IC.

TLRs as a family of pattern recognition receptors (PRRs) of the immune system play a crucial role in the recognition of fungal pathogens such as *C*.*albicans* [52,53], and TLRs activation induces the synthesis of proinflammatory molecules. Here we found that TLR4 was important for the production of PGRN after *C*.*albicans* infection, which is consistent with previous data showing that TLR4 mediated proinflammatory cytokine (TNF-α and IFN-γ) induction after *Candida* stimulation [54]. Thus, future studies should aim to investigate TLR4-related mechanisms regulating PGRN expression in response to *C*.*albicans*. Another interesting new question arises from our data that Dectin-2 expression was enhanced in PGRN-deficient macrophages and neutrophils upon *C*.*albicans* infection. Considering the crucial role of dectin-2 in host defense against *C*. *albicans* [45,46], the factors mediating Dectin-2 expression by PGRN should be further investigated, especially using Dectin-2 KO mice. Explanation of such questions may reveal other novel mediators of immunopathology in this model and could provide further insight into balance between the response of inflammation and the control of fungal burden in IC.

In conclusion, our study uncovers PGRN as a central mediator in the immunopathology of IC, as it promotes early inflammatory response and impairs antifungal immunity in macrophages and neutrophils. Therefore, targeting PGRN could serve as a novel treatment for fungal infection, which might act as an alternative approach to current antifungal drugs for further amelioration of disease outcome in the patients with IC.

## Methods

### Ethics statement

All animal experiments were discussed with and approved by the Animal Care and Use Committee of the Chongqing Medical University and carried out according to the recommendations in the guide for the care and use of laboratory animals conformed to animal protection laws of China and applicable guidelines (YSDWBHF-R-27/08/2009).

### Mice

PGRN KO mice, TLR2 KO mice, TLR4 KO mice, TLR7 KO mice, and IFNAR KO mice raised on the C57BL/6 background were purchased from the Jackson Laboratory (Bar Harbor, ME). All mice were genotyped by PCR using genomic tail DNA. WT C57BL/6 mice were purchased from Chongqing Medical University. All mice were housed in the specific pathogen-free animal facility at Chongqing Medical University. In all experiments described here, sex- and age-matched mice were used.

### Bone marrow (BM)-chimeric mice

Six-week-old recipient mice were lethally irradiated by X-ray (550 rad × 2) and administered with 8 x 10^6^ bone marrow cells via tail vein injection within 1 hour. Chimaeras were then used for subsequent experiments at 8 weeks after the initial reconstitution.

### C. albicans sepsis model

Mice (6–8 weeks of age) were injected via lateral tail veins with 200 μl of a suspension containing different doses of *C*. *albicans* (SC5314) in sterile PBS (Hyclone). The *C*. *albicans* cells were grown overnight at 30°C in extract-peptone-dextrose (YPD) medium for yeast formation. Cells were harvested, washed twice in phosphate-buffered saline (PBS) and counted before intravenous infection. After *C*. *albicans* infection, the survival rates were monitored for 40 days. For fungal burden determinations, the tissues were weighed, homogenized in PBS and plated on the YPD plates in a series of diluted solutions. After 48 hours of incubation at 37°C, the colony-forming units (CFU) were counted and determined as CFU/g tissue.

### Determination of M-CASS score

M-CASS scores were determined according to eight markers: fur aspect, activity, posture, behavior, chest movements, chest sounds, eyelids, and weight loss. A definition of each parameter was completed as described previously [55], and each mouse were scored from 1 to 4.

### Histopathology and immunohistochemistry

Mice were euthanized post-infection, and the kidneys were removed, fixed with 10% formalin, dehydrated in ethanol and embedded in paraffin. The tissue sections (3–5μM) were mounted on glass slides, processed for hematoxylin and eosin (H&E) and Calcofluro White (CW) staining. Two independent pathologists scored the histology in a blinded manner, and the pathology scores of kidneys were determined according to the following variables: number of thrombi, number of (micro) abscesses, presence and degree of inflammation, and presence and degree of necrosis [7,13]. The fungal burden in the kidney was based upon CW staining as described previously [56]. To detect apoptotic cells, TUNEL assay was done on frozen kidney sections using the TUNEL apoptosis detection kit according to manufacturer’s protocol (Millipore, Temecula CA). The number of TUNEL-positive cells was counted in 15 randomly selected high powered fields (400X) per slide.

### Measurement of serum creatinine and blood urea

Serum was collected by retro-orbital bleeding at the indicated times after *C*. *albicans* infection. Blood creatinine and urea nitrogen levels were measured according to the protocols of the International Federation of Clinical Chemistry, by spectro-photometric analysis (modular DDP, Roche).

### Measurement of cytokines and chemokines

The protein levels of progranulin (PGRN) were determined by mouse PGRN enzyme linked immunosorbent assay (ELISA) kit (RayBiotech). Assessment of inflammatory cytokines or chemokines including TNF-α, IL-6, IFN-γ, GM-CSF, IL-1β, IL-2, IL-10, IL-12, IL-15, IL-17A, IL-18, IL-23, CXCL1 and CCL2 was performed by using ELISA kits (Biolegend) according to the manufacturers’ instructions.

### Flow cytometry analysis

Cell suspensions were surface labeled with fluoro-chrome-conjugated antibodies for 10 minutes at 4°C in staining buffer (PBS containing 1% BSA). The following antibodies were used for flow cytometry analysis: anti-CD11b Alexa Fluor 647 (clone M1/70, BD pharmingen), anti-F4/80 phycoerythrin (PE) (clone T45-2342, BD pharmingen), anti-Ly-6G fluoresceine isothiocyanate (FITC) (clone RB6-8C5, BD pharmingen), anti–Dectin-1 PE (clone RH1, Biolegend), and anti–Dectin-2 allophycocyanin (APC) (catalog FAB1525A, R&D Systems). Data were acquired using a FACSAria (BD Biosciences) and analysed using the FlowJo software (Tree Star). The absolute numbers of CD11b^+^Ly-6G^+^ neutrophils and CD11b^+^F4/80^+^ macrophages were then quantified by dividing the number of positive cellular events by the number of bead events and multiplying the result by the bead concentration using a FACScan flow cytometer (BD Biosciences). Absolute numbers were derived from the pooled sample of 5 biopsy specimens. Expression of cell surface Dectin-1 and Dectin-2 receptors on 5,000 viable cells was quantitatively analyzed by flow cytometry (BD Biosciences) in terms of mean fluorescence intensity (MFI).

### In vivo administration of anti-PGRN antibodies

PGRN neutralization was performed by intraperitoneally (i.p.) administration of 5 μg of anti-PGRN monoclonal antibodies (Clone 333731, R&D systems) on day 0 (same day as *C*. *albicans* infection), followed by a booster dose of 2.5 μg at 24 hours later after invasive *C*. *albicans* infection. Rat IgG was delivered in a similar way as control.

### Macrophage and neutrophil depletion assay

For macrophage depletion, the clodronate-encapsulated liposomes and PBS-encapsulated liposomes were prepared as described previously [57,58]. Clodronate-encapsulated liposomes were delivered i.p. (200 μL) to deplete macrophages. PBS-encapsulated liposomes were delivered in a similar fashion as a control.

For neutrophil depletion, each mouse was injected i.p. with 100 μg of anti-mouse Ly-6G antibodies (Clone 1A8, Biolegend) before *C*. *albicans* infection, whereas control mice were treated with nonspecific rat IgG (Biolegend). The macrophage and neutrophil depletion efficacy was performed at 24 hours after treatment by flow cytometry on the basis of expression of F4/80 and Ly-6G, respectively.

### Preparation of bone marrow-derived macrophages (BMDM) and neutrophils

For BMDM preparation, bone marrow was collected from femurs and tibias by flushing with Roswell Park Memorial Institute (RPMI) 1640 Media. Cells were washed and resuspended in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS, 100 U/ml penicillin, and 100 mg/ml streptomycin plus 10% conditioned medium of L929 cells (a source of M-CSF) at 37°C for 5 days. After culture, 90% of cells were F4/80^+^ macrophages.

For neutrophil preparation, mouse bone marrow and splenic neutrophils were isolated from tibias and femurs of mice using anti–Ly-6G magnetic beads (Miltenyi Biotec). After centrifugation, 95% of cells were Ly-6G^+^ neutrophils.

### Phagocytosis assay

The phagocytosis assay of heat-killed *C*. *albicans* (HKCAs) was performed as described previously with minor modification [6,24]. Briefly, HKCAs were labeled with FITC (Sigma-Aldrich) in 100 mM N-2-hydroxyethylpiperazine-N-ethane-sulphonicacid (HEPES) buffer (pH 7.5) for 10 minutes. Subsequently, BMDM or neutrophils were cocultured with FITC-labeled HKCAs (at a multiplicity of infection of 1:2) at 37°C for 45 minutes. Adherent fungal cells were quenched with trypan blue (Sigma Aldrich), and phagocytosis was expressed as the percentage of phagocytosing FITC-labeled *C*. *albicans* or as the MFI.

For phagocytosis assay of live *C*. *albicans*, we used a procedure similar to that described previously [19,59]. Briefly, BMDM or neutrophils were seeded in 12-well plates, and live *C*. *albicans* was then added at a multiplicity of infection of 1:2 and incubated for 30 min at 37°C (in a 5% CO2 environment) to allow phagocytosis. Cells were then collected by cytospin (700 g for 7 min) and stained by Hemacolor. The fungal cell phagocytosis was expressed according to the following formula: percentage of phagocytosis = number of cells containing one or more fungal cells/100 cells counted. In some experiments, cells were pretreated with or without recombinant murine PGRN protein for 1 hour (catalog 2557-PG-050, R&D systems).

### Killing assay

To assess the fungicidal activity, BMDM and neutrophils were plated in replicates at a density of 1 x 10^5^ cells/well in 96-well plates, and then cells were incubated with live *C*. *albicans* at a multiplicity of infection of 1:10 incubated overnight at 37°C. After incubation, BMDM and neutrophils were fixed by the addition of paraformaldehyde at a final concentration of 2%. Subsequently, *C*. *albicans* were stained with Crystal Violet (Sigma) and killing was assessed by a comparison of colony numbers in wells with or without BMDM or neutrophils. In some experiments, cells were pretreated with or without recombinant murine PGRN protein for 2 hours.

### Electron microscopy

BMDM and neutrophils were challenged with heat-killed *C*. *albicans* (at a multiplicity of infection of 1:20) for 30 minutes at 37°C. For transmission electron microscopy (TEM), macrophages and neutrophils were plated on bacteriologic plastic and fixed with the use of a mixture of 2.5% glutaraldehyde, 2% paraformaldehyde, and 0.1% picric acid in 100mM cacodylate buffer (pH 7.0) containing 2mM EGTA and 1mM MgCl2. The samples were post-fixed in 1% osmium in 100mM cacodylate buffer (pH 7.0) for 1 hour at 4°C, washed with distilled water, and stained en bloc with 2% aqueous uranyl acetate for 2 hours at 4°C, in the dark. The samples were dehydrated with ethanol, and the cells were released from plastic using propylene oxide. The cells were pelleted and washed several times with propylene oxide and embedded in resin. Ultrathin (~70-nm thick) sections were cut, stained with uranyl acetate and lead citrate, and examined in a FEI Tecnai 12 electron microscope.

For scanning electron microscopy, cells were plated on coverslips and fixed as described in the paragraph above. Samples were rinsed several times with distilled water, dehydrated through a series of ethanol washes, and critical point-dried. After sputter-coating with gold, samples were examined in a JOEL JSM 5510 scanning electron microscope. Images were viewed with an FEI Tecnai 12 microscope (FEI UK Ltd) operating at 80 kV with a 20-μm objective aperture using a Gatan US1000 1 2k-2k CCD camera and Gatan Digital Micrograph software Version 3.11.1. Images were then analyzed.

### Detection of ROS production

BMDM and neutrophils were incubated with HKCAs (at a multiplicity of infection of 1:20) for 0, 2, 4 or 6 hours, to measure the total intracellular ROS levels, cells were treated with the fluorogenic probe H2DFFDA (Life Technologies) at 5 μM for 30 min at 37°C. The medium was then removed, and the cells were returned to prewarmed fresh growth medium. The emitted fluorescence was detected by a fluorescent microplate reader using 490/520 nm excitation/emission filters (Molecular Devices, Sunnyvale, CA). The ROS levels are reported as fluorescence intensity.

### NETs formation quantification

This procedure was performed as previously described [60]. Briefly, neutrophils (5 x 10^5^ cells) were stimulated with live *C*. *albicans* (at a multiplicity of infection of 1:10) at 37°C. An antibody bound to a 96-well clear-bottomed black plate captured the enzyme myeloperoxidase (MPO, 5 μg/mL; Abcam). According to the manufacturer’s instructions, the amount of DNA bound to the enzyme was quantified using the Quant-iT PicoGreen Kit (Invitrogen). The fluorescence intensity (excitation at 488 nm and emission at 525 nm) was quantified using a FlexStation 3 Micro-plate Reader (Molecular Devices).

### Quantitative reverse transcription polymerase chain reaction (PCR)

Total RNA was isolated using 1 ml of TRIzol (Takara) according to the manufacturer’s protocol. RNA (500 ng) was reverse transcribed with PrimeScrip RT Master Mix. Quantitative PCR was performed using SYBR Premix Ex Taq II and the following primers: murine dectin-1 (Forward): 5’-GACCCAAGCTACTTCCTC-3’, murine dectin-1 (Reverse): 5’-GCAGCACCTTTGTCATACT-3’; murine dectin-2 (Forward): 5’-ACCCCTGACCTTCTGAACATACAC-3’, murine dectin-2 (Reverse): 5’-TGAGCCCCCATCTGAACACA-3’; murine KIM-1 (Forward): 5’-CTGCTGCTACTGCTCCTTGT-3’, murine KIM-1 (Reverse): 5’-GCAACCACGCTTAGAGATGC-3’; murine ICAM-1 (Forward): 5’-TGGATACCTGAGCATCACCA-3’, murine ICAM-1 (Reverse): 5’-CTGCTACCTGCACTTTGCC-3’; murine P-Selectin (Forward): 5’-GAACAATCCAGGTTGCCTTG-3’, murine P-Selectin (Reverse): 5’-CAGTTCATGTGCGATGAAGG-3’; murine GAPDH (forward): 5’**-**AGGTCGGTGTGAACGGATTTG-3’, murine GAPDH (reverse): 5’**-**TGTAGACCATGTAGTTGAGGTCA-3’ Relative quantification was performed with the ΔΔCt-method. Expression level of the genes of interest was normalised to the expression level of the housekeeping gene to GAPDH, which was utilized as a reference gene. Each data point was examined for integrity by analysis of the amplification plot.

### Western blot analysis

Cells were washed with ice-cold PBS and lysed in 0.2 ml lysis buffer (20 mM Tris–HCl, pH 8.0, 120 mM NaCl, 1% Triton X-100, 10 mM EDTA, 1 mM EGTA, 0.05% 2-mercaptoethanol, 1 x protease inhibitors). Cell debris was removed by centrifugation at 14 000 g for 15 min, and the supernatant was boiled in Laemmli sample buffer (Bio-Rad Laboratory, Hercules, CA) for 5 min. An equal amount of protein (10 μg) was subjected to sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis (PAGE) before blotting onto a polyvinylidene fluoride (PVDF) membrane (Amersham and Pharmacia Biotech). The membrane was blocked with 5% skimmed milk in Trisbuffered saline with 0.05% Tween-20 for 1 hour at room temperature, and probed with phospho-Syk^Tyr352^ antibody (catalog 2717; Cell Signaling Technology), Syk antibody (catalog 80460; Cell Signaling Technology), phospho-Src^Tyr527^ antibody (catalog 2105; Cell Signaling Technology), Src antibody (catalog 2109; Cell Signaling Technology), phospho-Akt^Ser473^ antibody (catalog 4060; Cell Signaling Technology), Akt antibody (catalog 9272; Cell Signaling Technology), phospho-ERK1/2^Thr202/Tyr204^ antibody (catalog 4370; Cell Signaling Technology), ERK1/2 antibody (catalog 4348; Cell Signaling Technology), phospho-JNK^Thr183/Tyr185^ antibody (catalog 4668; Cell Signaling Technology), JNK antibody (catalog 9252; Cell Signaling Technology), phospho-p38MAPK^Thr180/Tyr182^ antibody (catalog 4511; Cell Signaling Technology), p38MAPK antibody (catalog 8690; Cell Signaling Technology), phospho-NF-κB p65^Ser536^ antibody (catalog 3033; Cell Signaling Technology), NF-κB p65 antibody (catalog 8242; Cell Signaling Technology), or β-actin (catalog AF7017, Affinity) at 4° overnight. After washing, the membrane was incubated with corresponding secondary sheep anti-rabbit or sheep anti-mouse antibodies coupled to horseradish peroxidase (Amersham Pharmacia Biotech) for 1 hr at room temperature. Antibody–antigen complexes were then detected using an ECL chemiluminescent detection system. Protein bands were quantitated using Image J software (NIH, Bethesda, MD, USA), and band intensities were normalized to β-actin.

### RNA-sequencing and functional annotations

Total RNA was extracted from BMDM and neutrophils after *C*. *albicans* infection using QIAzol reagent (Qiagen Inc.) and the RNA samples were sent to Novogene Ltd., Beijing, China, for library preparation and transcriptomic sequencing with next-generation sequencing. mRNA was purified from total RNA (100 ng) using poly-T oligo-attached magnetic beads and fragmented randomly by the addition of fragmentation buffer for library construction. Sequencing libraries were created using NEBNext Ultra RNA Library Prep Kit for Illumina (Illumina Corp, San Diego, CA, USA). Libraries were sequenced on the Illumina NovaSeq 6000 platform to generate 150 bp paired-end reads according to the manufacturer’s instructions. The sequenced reads/raw reads containing low quality reads or reads with adaptor were filtered to obtain clean reads, and these clean reads were subsequently mapped to reference genome by HISAT (version 2.0.4). To analyze gene expression level, fragments per kilobase of transcript per million mapped reads were calculated by HTSeq (version 0.6.1). Differential gene expression analysis of eight experiments was performed using the DESeq2 (version 1.10.1, Bioconductor), genes with *P* < 0.05 regarded as differentially expressed. Differentially expressed genes were clustered by hierarchical clustering analysis and further annotated with GO enrichment analysis using ClustrProfiler (v3.8.1).

### Isolation of human monocytes and culture of monocyte-derived macrophages (MDM)

Human monocytes were isolated from peripheral blood of healthy volunteers as described previously [58,61], and they were collected into Becton Dickinson (Franklin Lakes, NJ) Vacutainer acid citrate dextrose tubes and differentiated into monocyte-derived macrophages (MDM) in 50 ng/ml macrophage colony-stimulating factor (M-CSF; Invitrogen) for 6 days. Cells were then washed in PBS and resuspended in prewarmed culture medium and used immediately for phagocytosis or killing assays in the presence or absence of recombinant human PGRN protein (catalog 2420-PG-050, R&D systems).

### Isolation of human peripheral blood neutrophils

Human peripheral blood neutrophils were isolated from fresh human buffy coat obtained from healthy volunteers. Whole blood was diluted with HBSS without divalent cations and layered over a discontinuous gradient cushion (Histopaque-1083; Sigma). The sample was spun for 30 min at 500g at room temperature. After discarding the supernatant fluid, the neutrophil/erythrocyte pellet was suspended in an equal volume of HBSS. The cell suspension was then diluted with dextran ([1.5%] final, m.w. 200,000–500,000 g/mol; Pharmacia, Uppsala, Sweden). The neutrophil-rich supernatant fluid was harvested and spun at 200g for 10 min. Contaminating erythrocytes in the pellet were removed by two sequential hypotonic lyses using 0.25 x PBS for 30 s followed by an equal volume of 1.75x PBS to restore isotonicity. The neutrophils were then counted. The final preparation of neutrophils was >98% pure as evaluated by morphological analysis. Trypan blue exclusion showed >96% viability in neutrophils. The isolated neutrophils were cultured in RPMI 1640 medium (Gibco Laboratories, Grand Island, NY) supplemented with 10% fetal bovine serum (Gibco) and 20 mM Hepes (Gibco). Cells were then washed in PBS and resuspended in prewarmed culture medium and used immediately for phagocytosis or killing assays in the presence or absence of recombinant human PGRN protein.

### Statistical analysis

Mice and cell data were expressed as mean ± standard deviation (SD). The Mann–Whitney *U* test or Kruskal-Wallis test followed by Dunn’s multiple comparisons post test was performed for data of non-normal distribution. Student’s *t* test or one-way analysis of variance (ANOVA) followed by Bonferroni post hoc analysis was used for data of normal distribution. For survival studies, Kaplan–Meier analyses followed by log-rank tests were performed. Data were plotted using Prism 8.0 (GraphPad Software). Statistical significance was set at *P* < 0.05.

## Supporting information

S1 Fig PGRN deficiency protected mice against invasive *C*.*albicans* infection. PGRN knockout (KO) and wild type (WT) mice were infected intravenously with 4 × 10^5^ colony forming units (CFU) of *C*. *albicans*. (A) Representative clinical appearance of WT and PGRN KO mice (n = 5 per group) after invasive *C*.*albicans* infection. (B) Anatomic pathology of kidneys in WT and PGRN KO mice (n = 5 per group) after invasive *C*.*albicans* infection. (C) Representative haematoxylin and eosin (HE) staining of kidney sections from WT and PGRN KO (n = 5 per group) mice after invasive *C*.*albicans* infection. Bottom panels are high magnification. Scale bars are 100 μM.
(TIF) Click here for additional data file.

S2 Fig Effects of PGRN deficiency on cytokine and chemokine production upon invasive *C*.*albicans* infection. PGRN knockout (KO) and wild type (WT) mice were infected intravenously with 4 × 10^5^ colony forming units (CFU) of *C*. *albicans*. (A) Cytokines and chemokines in the kidneys (n = 5) were quantified by ELISA at the indicated times after *C*. *albicans* infection. (B) Cytokines and chemokines in the sera (n = 5) were quantified by ELISA at the indicated times after *C*. *albicans* infection. (C) Cytokines and chemokines in the livers (n = 5) were quantified by ELISA at the indicated times after *C*. *albicans* infection. (D) Cytokines and chemokines in the lungs (n = 5) were quantified by ELISA at the indicated times after *C*. *albicans* infection. (E) Cytokines and chemokines in the brains (n = 5) were quantified by ELISA at the indicated times after *C*. *albicans* infection. (F) Cytokines and chemokines in the spleens were quantified by ELISA at the indicated times after *C*. *albicans* infection.
(TIF) Click here for additional data file.

S3 Fig PGRN deletion reduced infiltration of inflammatory macrophages and neutrophils in mice after invasive *C*.*albicans* infection. Flow cytometry gating scheme determining the percentage of mouse macrophages and neutrophils in the kidneys from PGRN KO and WT mice after *C*. *albicans* infection. Representative FACS plots and percentages of macrophages (CD11b^+^ F4/80^+^) and neutrophils (CD11b^+^ Ly-6G^+^) from five independent experiments were shown.
(TIF) Click here for additional data file.

S4 Fig PGRN deficiency increased reactive oxygen species (ROS) production in macrophages and neutrophils. (A) Representative examples were shown for the production of ROS in PGRN KO and WT bone marrow-derived macrophages (n = 5 per group) at 2 hours after stimulation with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20). (B) Representative examples were shown for the production of ROS in PGRN KO and WT neutrophils (n = 5 per group) at 2 hours after stimulation with heat-killed *C*. *albicans* yeast (at a multiplicity of infection of 1:20).
(TIF) Click here for additional data file.

S5 Fig PGRN decreased Dectin-2 expression on the surface of macrophages and neutrophils. PGRN-deficient BMDM (n = 5) and neutrophils (n = 5) were preincubated with recombinant murine PGRN (100 ng/ml) for 2 hours and then challenged with heat-killed *C*. *albicans* yeast at a multiplicity infection of 1:10 for 30 min, and Dectin-2 expression level on the surface of BMDM and neutrophils was analyzed by flow cytometry. The Mann–Whitney *U* test was used to analyze the difference between groups denoted by horizontal lines, and *p* values were shown. All data were pooled from three independent experiments. MFI = mean fluorescence intensity.
(TIF) Click here for additional data file.

S6 Fig PGRN deletion induced antifungal gene signatures in macrophages and neutrophils. (A) Volcano plots showed differentially-expressed genes (DEGs) between WT and PGRN-deficient BMDM (n = 3) upon live *C*. *albicans* stimulation (at a multiplicity of infection of 1:10) for 6 hours. The red dots represented up-regulated DEGs, whereas the cyan dots represented the down-regulated DEGs. (B) Gene set enrichment analysis (GSEA) identified “defense response to other organism” as the top 1 Gene Ontology (GO) terms with the highest normalized enrichment score in PGRN-deficient BMDM compared to WT cells. (C) GSEA of PGRN–related “defense response to other organism” gene signatures in BMDM. (D) Unsupervised hierarchical clustering heatmap of the highest DEGs by RNA-sequencing between WT and PGRN-deficient BMDM (n = 3 per group) upon live *C*. *albicans* stimulation (at a multiplicity of infection of 1:10) for 6 hours. (E) Volcano plots showed DEGs between WT and PGRN-deficient neutrophils (n = 3) upon live *C*. *albicans* stimulation (at a multiplicity of infection of 1:10) for 6 hours. (F) Unsupervised hierarchical clustering heatmap of the highest DEGs between WT and PGRN-deficient neutrophils (n = 3 per group) upon live *C*. *albicans* stimulation (at a multiplicity of infection of 1:10) for 6 hours. (G) GSEA of PGRN–related “defense response to fungus” gene signatures in neutrophils. (H) Gene set enrichment analysis identified “defense response to fungus” as the top 3 GO terms with the highest normalized enrichment score in PGRN-deficient neutrophils compared to WT cells.
(TIF) Click here for additional data file.

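At an adjusted p under 0.05 from limma, 2648 genes differed between WT and PGRN KO neutrophils, 1175 of them higher and 1473 lower in PGRN KO. At an unadjusted p under 0.05, the threshold that the paper's methods name without saying whether p was adjusted, 4750 genes differed, 2255 higher and 2495 lower. The values of the 3 WT and the 3 PGRN KO libraries did not overlap for 5581 genes, or 37.7% of those tested, where chance gives 10%. The balance of higher and lower genes depended on how the libraries were scaled. No gene called both as reported and under another scaling changed sign. Median-of-ratios scaling gave 1177 higher and 1475 lower genes, quantile normalization 1144 and 1398, and voom 2986 and 1252. The first of these left the values almost as deposited, so its agreement is no separate check. When FPKM was rescaled to the plain totals of fragments, an alternative chosen after seeing the data, 2149 genes were higher and 933 lower at an adjusted p under 0.05, so 69.7% of the changed genes were higher rather than 44.4%. Leaving out 1 library at a time gave between 1385 genes, without PGRN KO replicate 5, and 2229 genes, without PGRN KO replicate 4.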

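Among genes at an adjusted p under 0.05, those with an absolute log2 fold change of at least 1 comprised 143 genes higher in PGRN KO, of which 114 are immunoglobulin genes, and 54 lower, of which 4 are. The 5 highest, with a mean FPKM of at least 1 and no overlap between genotypes, were all immunoglobulin genes. These were the light chain segments Igkv17-121, Igkv3-7 and Igkv4-59, with log2 fold changes of 4.47, 4.25 and 4.04, and the heavy chain constant genes Ighg1 and Ighg2c, with 4.29 and 3.87. Ighg2c had an FPKM of 25.9 ± 2.38 in WT and 394.1 ± 59.2 in PGRN KO (SD, n = 3 each). The 5 lowest by the same rule were Grn itself, the immunoglobulin segments Igkv8-21, Iglv2 and Ighv1-77, with log2 fold changes of -2.79, -2.77 and -2.37, and Gm27326, a small nucleolar RNA gene, with -1.69. Adjusted p from limma was at most 0.00451 for these 10 genes. Gm27326 was measured from 23 fragments in WT and 4 in PGRN KO. Immunoglobulin segments resemble one another, and the authors' counting could have split reads between them, so the value of a single segment is uncertain.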

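The members of the Gene Ontology set were not used here, so 2 set tests of limma were run on the written antifungal list instead. Its median log2 fold change was -0.032 and its mean 0.12, so the sign depends on the measure. By camera, with a preset correlation between genes of 0.01, the list as a whole was not different from the other genes (direction down, adjusted p = 0.61). By fry the same list was higher in PGRN KO (adjusted p = 0.00345). Without Elane and Mpo the median was -0.042, with an adjusted p, over 3 shortened lists, of 0.104 by camera and 0.826 by fry. When Ctsg and Prtn3 were left out as well, a choice made after seeing the data, the median was -0.057 and both tests gave a lower list, with an adjusted p of 0.0145 by camera and 0.00167 by fry. The shortened lists were not tested under other scalings. The median of the whole list stayed at -0.032 with median-of-ratios scaling. It lay above 0 under 3 other scalings, at 0.040 with quantile normalization, 0.079 with voom and 0.078 with plain totals of fragments. Camera gave no call under these 3, but it compares a list with the other genes, so a shift of all genes alike bears little on its calls. Fry is not given here for this list under these scalings. The 7 tested genes that the paper names from these libraries had a median log2 fold change of 0.90 and were higher as a list (camera, adjusted p = 5.85e-08 over 17 lists), which is not independent evidence because they were chosen from these libraries.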

S1 Data Source file. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

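The data are RNA sequencing libraries of bone marrow neutrophils stimulated with live Candida albicans for 6 h, 3 from WT and 3 from PGRN KO cultures. All 6 libraries were mapped to a genotype from their labels, and no library was left out. The labels give no batch, and replicate numbers are not shared between genotypes. By the paper's methods, PGRN KO mice were bought from the Jackson Laboratory and WT mice from Chongqing Medical University. Genotype therefore cannot be told apart from the source of the mice. The macrophage libraries were not analysed here.

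The authors removed adapter-containing and low-quality reads, mapped the rest with HISAT and deposited FPKM values computed with HTSeq. The authors' own test of differential expression was DESeq2 at P under 0.05. The build and annotation are not given in the sources used here, and positions are on GRCm38, whose GENCODE M21 gene positions are nearly all the same. Of 54532 genes, 31614 were at 0 in all 6 libraries.

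The deposited FPKM values, multiplied by gene length, are whole multiples of 1 fragment within 0.05 for all values above 0. The recovered depth was 17290604 to 17799798 fragments in WT, with a median of 17557233, and 17087344 to 18821091 in PGRN KO, with a median of 17177506. The library sizes by which the authors divided were 16679058 to 17126452 in WT and 17848820 to 19656980 in PGRN KO. Fragment numbers give the depth behind low values and cover counting error only. In genes with a mean of at least 1000 fragments the median coefficient of variation between replicates was 3.87% in WT and 5.41% in PGRN KO.

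From the FPKM values, log2(FPKM + 1) was computed, genes with a mean FPKM under 0.1 over the 6 libraries were left out, and the genotypes were compared with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3. All tests were two-sided, with Benjamini-Hochberg adjustment over 14807 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used to read the values. The fit was tested on simulated data, in which 200 of 14807 genes were changed. The planted log2 changes in fragments were at least 1 in either direction, with a constant dispersion of 0.005 and independent replicates. The fit called 138 of the changed genes (69.0%), including 118 of the 130 with a mean FPKM of at least 1, and 12 of its calls (8.0%) were false. These rates do not cover smaller changes. In the data, 197 of the 2648 called genes had an absolute log2 fold change of at least 1.

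Before the data were examined, 19 gene lists were written, for antifungal defense, the genes the paper names, granules, maturation, progenitors, cell cycle, other kinds of cell, interferon response, cytokines, lysosome and sex-linked genes. Of these, 17 had at least 2 tested genes, and the epithelial cell and sex-linked lists did not. Lists were tested with camera, at a preset correlation of 0.01, and with fry, both from limma, with adjustment over the 17 lists. The 3 lists made by leaving genes out of the antifungal and primary granule lists, and the 3 lists written later, were each adjusted over 3 lists. Of the 9 lists called by camera, all 9 were also called by fry, which called 13. Another 3 lists (promyelocyte, plasma cell, class II and dendritic cell) were written after the first results were seen and before their own values were seen. Genes within 10 Mb of Grn were compared with the rest by Fisher's exact test.

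The genes named in the text were fixed by a rule before the data were examined. They are Grn, every gene the paper names from its RNA sequencing, the receptors Clec7a, Clec4n and Clec4e with Syk, the cytokines it measured from neutrophils, and the 5 genes higher and 5 lower with the largest log2 fold change. Those 10 had an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between genotypes. Members of the gene lists are named with their list.

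The alternatives tried were 2 other pseudocounts, 2 other filters on low values, median-of-ratios and quantile scaling, eBayes without trend and with robust estimation, protein-coding genes alone, limma voom on the recovered fragments, each library left out in turn, a minimum size of change, fry in place of camera, lists without the paper's genes, and a window of 5 Mb around Grn. After the data were seen, scaling to plain totals of fragments, removal of trends on gene length and GC content, and the antifungal list without its 4 primary granule genes were added.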

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

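The tests of dividing precursors, of reads shared between immunoglobulin segments, of a shared source of plasma cells, of basophils, of other cell types raised alike, of sex and of alleles around Grn were chosen only after the results they concern were seen, as was the scaling to plain totals of fragments. Most of the genes reported here are not discussed in the paper, and what drew attention to them was a higher level in PGRN KO than in WT neutrophils.

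The primary granule list without Elane and Mpo had a median log2 fold change of 1.73 (adjusted p = 0.000391 by camera), with 3 of its 4 genes called higher (Prtn3, Ctsg and Ms4a3). The whole list of 6 genes had a median of 2.20 (adjusted p = 2.04e-07). The authors' scaling of the libraries lowers PGRN KO values relative to WT, so it cannot account for a rise. With plain totals of fragments the median of the whole list was 2.32. The tables argue against gene length or GC content, since with those trends removed the median was 2.19. What stays open is the make-up of the cultures. Primary granule genes are transcribed in promyelocytes, and more immature neutrophils in the PGRN KO cultures may account for the rise, since a second promyelocyte list had a median of 0.27 (adjusted p = 1.37e-05 by camera), with 8 of 9 genes higher and 7 called. More dividing precursors may also contribute. The cell cycle list had a median of 0.33 (adjusted p = 6.07e-08), with 14 of 15 genes higher and 12 called. The secondary granule list, with a median of 0.065 and a mean of -0.032 (direction up by camera, adjusted p = 0.634), and the mature neutrophil list, with a median of -0.062 (direction up by camera, adjusted p = 0.959), were not called, although quantile normalization called the secondary granule list higher (median 0.16). Higher transcription of these genes in cells of equal maturity, as an effect of the genotype, was not tested and stays open as well.

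Among genes with a mean FPKM of at least 1 and no overlap between genotypes, the 5 largest increases on the log2(FPKM + 1) scale were in immunoglobulin genes. Their log2 fold changes were 4.47 for Igkv17-121, 4.29 for Ighg1, 4.25 for Igkv3-7, 4.04 for Igkv4-59 and 3.87 for Ighg2c. Of 208 immunoglobulin genes tested, 125 were higher and 8 lower. The B and plasma cell list had a median of 0.46 (adjusted p = 0.000595 by camera), with 6 genes called higher and 1, Ighm, called lower. Reads shared between similar segments cannot be the whole cause, because 5 of the 6 tested genes of that list outside the immunoglobulin loci were also called higher (Cd79a, Cd79b, Vpreb3, Jchain and Blnk). Its most abundant genes were Igkc, at a mean FPKM of 414.8 in WT and 2224 in PGRN KO, and Jchain, at 22.0 and 72.0. Whether more plasma cells were in the PGRN KO cultures cannot be told apart from a change in the cells already there. A second plasma cell list had a median of 0.043 (adjusted p = 0.518 by camera), with Derl3 and Tnfrsf17 called higher. Its 2 most abundant members, Sdc1 and Creld2, have a baseline of 20.2 and 16.9 FPKM in WT, which would hide a small share of such cells. Mzb1 and Pou2af1, which the paper names, were in no cell type list. Both rose alongside the B and plasma cell list, with log2 fold changes of 1.54 and 0.90. Whether neutrophils or B and plasma cells in the cultures carried them cannot be told apart.

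The V segments changed in both directions. Among 151 segments with a mean FPKM of at least 1, 113 were called higher and 5 lower, with a median absolute log2 fold change of 1.79 against a median SD within a genotype of 0.39. In other genes matched on level these were 0.16 and 0.093. Pearson correlations of the segment profiles, taken across segments, which are not independent replicates, were between 0.817 and 0.932 within a genotype and between 0.428 and 0.502 across genotypes. Another heavy chain haplotype in PGRN KO cannot be the whole cause, because 59 of 75 light chain segments, which lie on other chromosomes, also changed, 56 higher and 3 lower. A candidate explanation is that the 3 cultures of each genotype drew their plasma cells from one source, such as 1 mouse or 1 pool, since the lowest correlation within a genotype, 0.817, is above the highest across genotypes. If so, the spread between cultures may not cover the spread between mice. A repertoire that differs by genotype, or by the supplier of the mice, was not tested.

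The basophil and mast cell list had a median of 0.53 (adjusted p = 1.85e-05), with all 6 tested genes higher and 4 called. Its most abundant genes, Prss34 and Mcpt8, were at 1.42 and 0.512 FPKM in WT and 6.76 and 3.39 in PGRN KO. More basophils in the PGRN KO cultures may explain this median of 0.53, but it cannot be told apart from regulation, because no separate list of basophil genes was tested. The erythroid list had a median of 0.73 (adjusted p = 0.032), with 4 of 4 tested genes higher, 3 of them called. Its adjusted p was above the threshold under 5 of 19 alternatives, among them voom, the fit without WT replicate 3 (median 0.61) and the fit without PGRN KO replicate 4 (median 0.68). A lower share of mature neutrophils, which would raise every other cell type alike, is argued against by class II and dendritic cell genes, of which 6 were called lower and none higher.

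Across all changed genes, length or GC content cannot be the whole cause, since 2482 of the 2644 genes with a GC value that were called stayed called with those trends removed. A few abundant genes cannot either, since the mean share of the 10 most abundant genes differed by 0.24 percentage points, and its ranges overlapped. Male and female mice in different genotypes are argued against by Xist, whose log2 fold change was 0.0905 (adjusted p = 0.638), and by 4 genes of the Y chromosome, which had 0 fragments in all 6 libraries. For alleles of another strain around Grn, 47 of 248 genes within 10 Mb of it were changed, against 2600 of 14558 elsewhere. Changed genes were thus not clearly more frequent near Grn. This count cannot exclude such alleles as a cause, because they could also affect distant genes. The 2 genotypes also differ in the supplier of the mice, which was not tested. With 3 libraries in each group there are 10 splits, so chance cannot be excluded at 0.05 by this count, although only 1 split, the real one, gave as many changed genes at an adjusted or at an unadjusted p under 0.05, and as many lists called. The other 9 splits gave at most 2 genes at an adjusted p under 0.05.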

How the results depend on the processing

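Scaling to plain totals of fragments, removal of trends on gene length and GC content, and the antifungal list without its 4 primary granule genes were chosen only after the data were seen.

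No gene called both as reported and under an alternative changed sign under any of the 18 other fits. Elane, Mpo, Mzb1, Pou2af1 and Tslp stayed higher and past the threshold, and Grn lower, under every alternative in which they were tested. Epcam lost its call in 7 of 17 alternatives, with adjusted p from 0.00164 to 0.108, and Epx in 5, with adjusted p from 0.000894 to 0.0715. Among the libraries left out, Epcam kept its call only without PGRN KO replicate 4 and Epx only without PGRN KO replicate 5. Both rest on few fragments (6 for Epx and 13 for Epcam in WT), which limits them. Of 528 values of named genes under the alternatives, 493 kept their direction and side of the threshold.

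The number of genes changed at an adjusted p under 0.05 was 2648 and rose to 4238 with voom on the recovered fragments, of which 2986 were higher. At an unadjusted p, voom gave 4061 higher genes. Plain totals of fragments gave 2149 higher and 933 lower genes at an adjusted p, and 3714 and 1562 at an unadjusted p. The share of changed genes that were higher was 44.4% as reported and with median-of-ratios scaling, and 45.0% with quantile normalization. It was 70.5% with voom and 69.7% with plain totals. Voom and plain totals both use library sizes without the authors' adjustment, and voom moved the median log2 fold change of all tested genes to 0.12. Of the 2648 genes, 2273 were also called by voom and 2107 with plain totals. A required absolute log2 fold change of at least 1 left 197 genes, 143 higher and 54 lower, and at an unadjusted p 218, 155 and 63. That choice removes small changes by its construction.

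Leaving out 1 library gave 1385 to 2229 changed genes, 581 to 947 higher and 804 to 1282 lower, with fewer samples by construction. The number fell by more than 1.5 times without WT replicates 1, 2 and 3 (1682, 1456 and 1749 genes) and without PGRN KO replicate 5 (1385 genes). Testing 22918 genes with no filter left 2037 calls.

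The antifungal defense list, with a median of -0.032, had a median of 0.040 with quantile normalization, 0.079 with voom and 0.078 with plain totals, none past the threshold by camera. Fry is not given here for this list under those scalings. As reported and with median-of-ratios scaling 15 genes were higher and 23 lower. The numbers were 21 and 17 with quantile normalization, and 26 and 12 both with voom and with plain totals. By fry its direction was up (adjusted p = 0.00345), with its mean of 0.12, while its median is the same -0.032. Without the 4 primary granule genes its median was -0.057 and camera called it lower (adjusted p = 0.0145), with the authors' scaling alone. Over all 21 alternatives of this list, the unadjusted p ranged from 0.00173 to 0.885. The cause of these differences was not tested, apart from the removal of the 4 genes, which takes the mean to -0.14.

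Several results that were not past the threshold changed sign or direction, and the cause was not tested. Tnf had a log2 fold change of -0.0057, and of 0.054 with quantile normalization, 0.11 with voom, 0.11 with plain totals and -0.12 to 0.064 with 1 library left out. Il15 had -0.057 to 0.13 with 1 library left out. The secondary granule list, with a median of 0.065, was directed down by fry and was called higher with quantile normalization (median 0.16, adjusted p = 0.0357). The direction by camera of the mature neutrophil list, which was up although its median was below 0, turned down at a median of -0.062 with no filter, at -0.069 with length and GC trends removed, and in 2 of the 6 fits with 1 library left out, those without WT replicate 1 (-0.076) and without PGRN KO replicate 6. Over all 6 of these fits the median was -0.085 to 0.011. The eosinophil list had a median of -0.33 at a mean FPKM of at least 1. The T and NK cell list, with a median of 0.0028, was directed up by camera and turned down under 3 scalings, although its median was below 0 in only 1 of them. It had medians of -0.0078 with quantile normalization, 0.26 with voom, 0.015 with plain totals and, over the 6 fits with 1 library left out, -0.064 to 0.026, with the direction down in 2 of these (without WT replicates 2 and 3).

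The number of lists called by camera was 9 and stayed between 8 and 10 under the alternatives that used camera, and fry called 13. The odds ratio for changed genes near Grn was 1.08 and lay between 1.06 and 1.42 under the alternatives, with p no lower than 0.0516 by Fisher's exact test. No paired analysis was possible because the genotypes share no replicate numbers. Depth limits genes such as C4b, with 6 fragments over the 3 WT libraries. Its adjusted p was 0.0275 with no filter, and up to 0.215 over the 3 alternatives in which it was tested.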

Differences from the paper's values

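The paper's text states no fold changes or numbers of genes for the RNA sequencing of neutrophils, so stated directions were compared. The rank that it gives the Gene Ontology term in S6H Fig was not compared, because that set was not used here. It states that genes for defense response to fungus were higher in PGRN KO neutrophils. In the antifungal list used here, which is not the Gene Ontology set, 15 of 38 genes were higher and 23 lower, with 6 called higher and 10 called lower, and camera gave no call (adjusted p = 0.61). Elane, Mpo and the other 5 tested genes that the paper names were higher. Among the alternatives set before the data were examined, fry called the antifungal list higher in PGRN KO (adjusted p = 0.00345). Without Elane and Mpo, another of these alternatives, neither fry (adjusted p = 0.826) nor camera (adjusted p = 0.104) called it. Median-of-ratios scaling, which left the values almost as deposited, kept 15 genes higher and 23 lower. With quantile normalization 21 genes were higher and 17 lower, and with voom 26 and 12, with medians of 0.040 and 0.079 and no call by camera. Plain totals of fragments also gave 26 higher and 12 lower (median 0.078, no call by camera), a scaling chosen after seeing the values that drops none of the paper's 7 called genes. Camera compares a list with the other genes, so its lack of a call says little about a shift of all genes alike. Fry, which tests a list against no change, is not given here for this list with plain totals.

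The paper lists C4b among the genes significantly higher. C4b was not tested here because its mean FPKM was under 0.1. With no filter beyond a value above 0, an alternative set before the data were examined, it was called higher (adjusted p = 0.0275), from 6 fragments in WT and 49 in PGRN KO. Clec4n, the gene of Dectin-2, was lower here at 6 h (log2 fold change -0.79, adjusted p = 0.00332 from limma). The paper's own assays give Dectin-2 mRNA and surface protein as higher in PGRN KO neutrophils, at an earlier time after heat-killed C. albicans.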

Other observations

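The tests of monocytes as a source of the change in the receptor and lysosome genes, of the authors' scaling for Clec4e and the class II, lysosome, interferon and cytokine lists and for the balance of higher and lower genes, and the use of fry with plain totals of fragments, were chosen only after the results they concern were seen.

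More genes were lower than higher in PGRN KO, and this balance may come from the authors' scaling of the libraries. With plain totals of fragments 69.7% of the changed genes were higher, against 44.4% with median-of-ratios scaling and 45.0% with quantile normalization. Median-of-ratios scaling left the values almost as deposited, so it is no separate check of this balance. Which library sizes reflect the RNA content of the cells was not tested.

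The receptors of the Dectin family were measured in the stimulated cultures at 6 h, another time and stimulus than in the paper's own assays of these receptors. In those assays of neutrophils the paper reports Dectin-2 (Clec4n) higher in PGRN KO and Dectin-1 (Clec7a) similar. Clec4n had a log2 fold change of -0.79 (adjusted p = 0.00332), Clec7a of -0.62 (adjusted p = 0.00552), Clec4e of -0.27 (adjusted p = 0.0356) and Syk of -0.29 (adjusted p = 0.00968), each lower in 3 of 3 PGRN KO libraries. Clec4n stayed lower and called under all 18 alternatives and Clec7a under all 17, while Clec4e lost its call under 8 of 18. For Clec4n and Clec7a the authors' scaling is argued against, since with plain totals of fragments their log2 fold changes were -0.67 (adjusted p = 0.00529) and -0.51 (adjusted p = 0.00964). For Clec4e it stays open, since with plain totals its log2 fold change was -0.15 and it lost its call (adjusted p = 0.143), while voom, which also uses library sizes without the authors' adjustment, gave the same -0.15 with a call (adjusted p = 0.0364). Syk fell to -0.17 and stayed just within the threshold (adjusted p = 0.0489). Fewer monocytes in the PGRN KO cultures could lower these genes too, but this cannot be told apart from regulation, because 2 of the 8 tested monocyte genes, Ccr2 and Ms4a6c, fell as far as Clec4n while Ly6c2 and Vcam1 rose.

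The cytokines that the paper measured from neutrophils did not pass the threshold at this time point, with log2 fold changes of -0.0057 for Tnf, -0.25 for Il6, 0.068 for Il1b, 0.040 for Il15 and -0.12 for Il18. By voom, Il1b was called higher (log2 fold change 0.19, adjusted p = 0.0112, with adjusted p from 0.0112 to 0.883 over its alternatives). Of the genes the paper names from macrophages, Il15ra and Csf1 were lower in PGRN KO neutrophils, with -0.35 (adjusted p = 0.00965) and -0.45 (adjusted p = 0.0117). Without WT replicate 2 or PGRN KO replicate 5 the adjusted p of Csf1 was 0.0503 and 0.0509. Ifi44 had -0.059 (adjusted p = 0.7) and Cd69 0.20 (adjusted p = 0.0611), and Cd69 was called under 5 of 18 alternatives.

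Lists lower in PGRN KO were lysosome, with a median of -0.24 (adjusted p = 2.35e-07 by camera, 13 of 14 genes lower), interferon response, with -0.25 (adjusted p = 4.94e-06, 13 of 13 lower), and inflammatory cytokine, with -0.27 (adjusted p = 0.000455, 10 of 12 lower). All 3 were also called by fry. The authors' scaling may account for much of these falls, since with plain totals of fragments the medians were -0.12, -0.13 and -0.17. As the whole cause it is argued against, since fry, which tests a list against no change, still called all 3 lower with plain totals (adjusted p = 0.00208, 0.0166 and 0.0247). Camera compares a list with the other genes, so a shift of all genes alike says nothing about its calls. With quantile normalization the cytokine list had an adjusted p of 0.0512. Fewer monocytes or dendritic cells might lower the lysosome list, whose median of -0.24 is near the -0.31 of the monocyte list, but these cannot be told apart because neutrophils also express these genes. An effect of the genotype on lysosomes was not tested.

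The monocyte and macrophage list was not called by camera (adjusted p = 0.0668) and was called lower by fry (adjusted p = 0.0239), with 4 genes called lower and 2 higher. Camera called it lower without PGRN KO replicate 6 (median -0.34, adjusted p = 0.0323) and under no other alternative that used camera. The class II and dendritic cell list had a median of -0.47 (adjusted p = 8.73e-06), with 9 of 9 genes lower. Its most abundant genes, Cd74 and H2-Ab1, were at 82.3 and 33.3 FPKM in WT and 59.4 and 17.7 in PGRN KO. As the whole cause, the authors' scaling is argued against for this list, whose median with plain totals of fragments was -0.35 and which fry still called lower (adjusted p = 7.67e-05). It cannot be told apart for the monocyte list, whose median with plain totals was -0.19 and which fry no longer called (adjusted p = 0.217). Fewer monocytes or dendritic cells may explain the class II median of -0.47, but the monocyte list, with genes called in both directions, leaves this open.

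The lists not called by camera besides those above were progenitor (median 0.32, adjusted p = 0.211, called by fry at 0.0213), eosinophil (0.096, adjusted p = 0.676), T and NK cell (0.0028, adjusted p = 0.959) and megakaryocyte and platelet (0.39, adjusted p = 0.0585, called by fry at 0.00345). Camera called the megakaryocyte and platelet list, of 2 tested genes, under 3 alternatives, with eBayes without trend (adjusted p = 0.0441), protein-coding genes alone (adjusted p = 0.048) and without WT replicate 3 (adjusted p = 0.0457). The epithelial cell list had 1 tested gene, Krt18, with a log2 fold change of 0.037 (adjusted p = 0.795).

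Within 10 Mb of Grn, 47 of 248 genes were changed, against 2600 of 14558 elsewhere, an odds ratio of 1.08 (Fisher's exact test, two-sided, p = 0.676). Within 5 Mb the odds ratio was 1.13 (exact p = 0.49). Mpo and Epx lie on the chromosome of Grn, 14.6 Mb from it. Of the 10 splits of the libraries, 4 gave a camera p for the antifungal list as small as the real split, so chance is not excluded. For genes near Grn 1 split, the real one, gave as small a p, which says nothing, because the other splits had at most 2 changed genes and so could not give a small p.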
